# Cardioprotective Effects of n-3 Polyunsaturated Fatty Acids: Orchestration of mRNA Expression, Protein Phosphorylation, and Lipid Metabolism in Pressure Overload Hearts

**DOI:** 10.3389/fcvm.2021.788270

**Published:** 2022-01-03

**Authors:** Xiang Li, Weijiang Tan, Shuang Zheng, Junjie Zhang, Caiyi Zhu, Chun Cai, Honghua Chen, Chenqi Yang, Le Kang, Zhanhong Pan, W. Glen Pyle, Peter H. Backx, Yunzeng Zou, Feng Hua Yang

**Keywords:** n-3 PUFA, pressure overload, dilated cardiomyopathy cardioprotection, mitochondrial function, multi-omics analysis

## Abstract

**Background:** Pressure overload can result in dilated cardiomyopathy. The beneficial effects of n-3 polyunsaturated fatty acids (n-3 PUFAs) on heart disorders have been widely recognized. However, the molecular mechanisms underlying their protective effects against cardiomyopathy remain unclear.

**Methods:** Pressure overload in mice induced by 8 weeks of transverse aortic constriction was used to induce dilated cardiomyopathy. A transgenic fat-1 mouse model carrying the n-3 fatty acid desaturase gene fat-1 gene from *Caenorhabditis elegans* was used to evaluate the mechanism of n-3 PUFAs in this disease. Echocardiography, transmission electron microscopy, and histopathological analyses were used to evaluate the structural integrity and function in pressure overloaded fat-1 hearts. mRNA sequencing, label-free phosphoprotein quantification, lipidomics, Western blotting, RT-qPCR, and ATP detection were performed to examine the effects of n-3 PUFAs in the heart.

**Results:** Compared with wild-type hearts, left ventricular ejection fraction was significantly improved (C57BL/6J [32%] vs. fat-1 [53%]), while the internal diameters of the left ventricle at systole and diastole were reduced in the fat-1 pressure overload hearts. mRNA expression, protein phosphorylation and lipid metabolism were remodeled by pressure overload in wild-type and fat-1 hearts. Specifically, elevation of endogenous n-3 PUFAs maintained the phosphorylation states of proteins in the subcellular compartments of sarcomeres, cytoplasm, membranes, sarcoplasmic reticulum, and mitochondria. Moreover, transcriptomic analysis predicted that endogenous n-3 PUFAs restored mitochondrial respiratory chain function that was lost in the dilated hearts, and this was supported by reductions in detrimental oxylipins and protection of mitochondrial structure, oxidative phosphorylation, and ATP production.

**Conclusions:** Endogenous n-3 PUFAs prevents dilated cardiomyopathy via orchestrating gene expression, protein phosphorylation, and lipid metabolism. This is the first study provides mechanistic insights into the cardioprotective effects of n-3 PUFAs in dilated cardiomyopathy through integrated multi-omics data analysis.

## Introduction

Pressure overload can be induced by hypertension or aortic valve stenosis. It has been estimated that 31.1% of adults have hypertension globally (1), whereas the prevalence of severe aortic stenosis in those aged 75 years and older is 3.4% in European countries and North America (2). Long-standing pressure overload leads to hypertrophic remodeling of the heart and can progress to dilated cardiomyopathy (DCM). This advanced stage of heart disease is characterized by dilation of the atria and ventricles as well as reduced systolic and diastolic function (3). Mutations in genes encoding myofilaments [e.g., titin (4), myosin heavy chain (5), and myosin binding protein C (6)], as well as mitochondrial proteins (7) have been frequently reported in studies of inherent DCM. Systematic changes, including activation of the renin angiotensin-aldosterone system (8), metabolic disorder (9), microvascular injury (10), fibrosis and inflammation (11, 12), and activation of intracellular signaling (13, 14) were detected in pressure overload-induced dilated myocardia. Our pervious study demonstrated that myofilament phosphorylation is a crucial regulatory event in failing hearts (15, 16). Treatment strategies involving angiotensin-converting enzyme inhibitors, device therapy, and etiology-based therapies are used to control blood pressure, restore normal heart rhythm, lower inflammation, and prevent blood clot formation in hypertension-associated cardiomyopathy (3). However, effective treatments for cardiomyopathy involving dilated chambers are lacking.

N-3 polyunsaturated fatty acids (n-3 PUFAs) are important components of cellular membranes. The beneficial effects of n-3 PUFAs on cardiovascular disease have been demonstrated in epidemiological and clinical studies (17, 18). However, the human body cannot synthesize n-3 PUFAs with odd numbers of carbon atoms. Supplementation with n-3 PUFAs including eicosatetraenoic acid (EPA) and docosahexaenoic acid (DHA) has long been performed as a simple alternative approach for blood pressure management. N-3 PUFAs can suppress aldosterone secretion, lower systemic vascular resistance, and reduce blood pressure (19). Metabolism of EPA and DHA share the same pathways with arachidonic acid (AA) including cyclooxygenase (COX), 5-lipoxygenase (LOX), and cytochrome P450 monooxygenase (CYP) enzymes (20). Endogenous n-3 PUFA-derived oxygenated metabolites of EPA and DHA exert beneficial roles. Moreover, n-3 PUFAs show potential for improving cardiac function attributed to pressure overload; however, as the treatment of patients with hypertension is often combined with other medications or device intervention, the molecular mechanisms associated with the beneficial effects of these unsaturated fatty acids in cardiomyopathy remain unclear. Here, we investigated molecular signatures including mRNA expression, protein phosphorylation, and lipid metabolism in a murine pressure overload model to aid to our understanding of the effects elicited by n-3 PUFAs against dilated cardiomyopathy. We further explored whether n-3 PUFAs regulate mitochondrial function that were potentially involved in cardioprotection.

## Materials and Methods

### Animals and Experimental Design

Fat-1 mice were developed by the Kang Laboratory (21). These mice expressed the n-3 fatty acid desaturase gene *fat-1* from *Caenorhabditis elegans*, which converts n-6 PUFAs into n-3 PUFAs, resulting in high levels of endogenous n-3 PUFAs in the heart. Wild-type (WT) and transgenic fat-1 littermates (fat-1) aged 3 months were subjected to a transverse aortic constriction (TAC; the surgical procedure is described below) to develop pressure overload. The four groups of animals were named as WT-Sham, Fat1-Sham, WT-TAC, and Fat1-TAC. After the experiments, the cardiac function of the animals was evaluated using echocardiography. The heart tissues were collected for histological examination, transmission electron microscopy (TEM), mRNA sequencing, label-free protein quantification, lipidomics, and western blotting were conducted to explore effects and underlying mechanisms of the elevation of endogenous n-3 PUFAs in dilated cardiomyopathy.

All animal experiments were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee of the Guangdong Laboratory Animals Monitoring Institute (No. IACUC2017015). The mice were housed in a specific pathogen-free mouse facility. The ambient temperature and humidity of the facility were 24 ± 2°C and 40–60%, respectively, with a 12-h light-dark cycle. The animals were given *ad libitum* access to water and a regular rodent diet (Keao Xieli Feed Co., Beijing, China). The animal facility was accredited by the Association for Assessment and Accreditation of Laboratory Animal Care.

### Transverse Aortic Constriction

To introduce pressure overload stress to the heart, TAC was performed in WT and fat-1 mice. After anesthesia, the mice were intubated and connected to a ventilator. Isoflurane (1–2%) was administered to maintain anesthesia. A 1-cm incision was made on the chest midline around the second rib to open the thoracic cavity. After identifying the aortic thoracic segment, a 7-0 suture was installed under the aorta in the brachiocephalic trunk and the left common carotid artery, and a 26G blunt needle was inserted parallel to the aorta. The needle was removed after the surgical knot was tied. The sham groups of WT and fat-1 mice were subjected to the open chest procedure but not aortic constriction.

### Echocardiography

An ultrasound system equipped with a high-frequency probe MS-440 (Vevo 2100; VisualSonics, Toronto, ON, Canada) was used to evaluate the structure and function of WT and fat-1 mice with ventricular pressure overload. Horizontal parasternal short axis B-mode and M-mode images of the heart were recorded for each mouse group (WT-Sham, WT-TAC, Fat1-Sham, and Fat1-TAC). B-mode images of the parasternal short axis in the papillary muscle plane were obtained by placing the probe on the chest midline. M-mode images were acquired at the same position as those of the B-mode recording. The echocardiographic indices included interventricular septum thickness at end-systole and diastole (IVS;s and IVS;d), left ventricular posterior wall thickness at end-systole and diastole (LVPW;s and LVPW;d), left ventricular internal dimension at end-systole and diastole (LVID;s and LVID;d), left ventricular ejection fraction (EF), and short axis fractional shortening (FS).

### Histological Examination

Pathological examinations were conducted to determine the cardiac structure, fibrosis, vessel morphology, and cardiomyocyte size as previously described (15, 22). Masson's trichrome staining was performed to identify collagen fibers and muscle tissue, whereas wheat germ agglutinin was used to visualize cardiomyocyte plasma membranes and calculate the cardiomyocyte size. Mice from all four groups (WT-Sham, WT-TAC, Fat1-Sham, and Fat1-TAC) were euthanized, after which their hearts were excised, fixed for 12–16 h in 4% (v/v) paraformaldehyde, embedded in paraffin, and sectioned into 3-μm-thick slices. The following chemicals were used for histological examination: 4',6-diamidino-2-phenylindole (No. P36962; Invitrogen, Carlsbad, CA, USA), Bouin's solution (No. HT10132; Millipore, Billerica, MA, USA) and Weigert's hematoxylin (No. HT10132; Millipore), Biebrich scarlet-acid fuchsin solution (No. HT151; Millipore), and Aniline blue (No. B8653; Millipore). Pathological changes in pressure overload hearts were identified microscopically (DM2500; Leica Microsystems, Wetzlar, Germany). Cardiomyocytes were analyzed using ImageJ 1.52a software (NIH, Bethesda, MD, USA).

### Transmission Electron Microscopy

TEM was conducted to examine subcellular changes associated with n-3 PUFA expression. Left ventricular tissues were cut into small blocks (~1 mm^3^), fixed with 2.5% glutaraldehyde and 1% OsO_4_, dehydrated in ethanol, and embedded in Araldite. The tissue blocks were cut into slices with a thickness of 60 nm using a Leica cryostat system (EM UC7/FC7) and collected on copper grids. The ultrathin sections were double-stained with 3% uranyl acetate and lead citrate. The subcellular structure was observed using a Tecnai G2 Spirit transmission electron microscope (FEI Company, Hillsboro, OR, USA).

### mRNA Sequencing

Total RNA was extracted from the whole hearts of the four groups (WT-Sham, WT-TAC, Fat1-Sham, Fat1-TAC) using TRIzol^®^Reagent (Thermo Fisher Scientific). The RNA concentration and its integrity was assessed using an RNA Nano 6000 Assay Kit (Agilent Technologies, Santa Clara, CA, USA). A NEBNext^®^Ultra™ RNA Library Prep Kit for Illumina^®^(New England Biolabs, Ipswich, MA, USA) was used to generate sequencing libraries. Index codes were added, and the samples were clustered with a cBot Cluster Generation System using a TruSeq PE Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA). An Illumina HiSeq platform (Illumina) was used to sequence the libraries.

Raw data was preprocessed for quality control, after which the clean reads were mapped to the reference transcriptome. Next, the four groups of processed data were compared in pairs, and the fold-changes between comparisons were log2-transformed. An adjusted *P*-value <0.1 was set as the cutoff for identifying differentially expressed genes (DEGs). DEGs with fold-changes >1.5 were considered as upregulated, whereas those with values <1/1.5 were considered downregulated.

### Phosphoproteomic Analysis

#### Filter-Aid Sample Preparation

The levels of phosphoprotein in the animal hearts (WT-Sham, WT-TAC, Fat1-Sham, and Fat1-TAC) were quantified using label-free quantitative proteomics technology. A filter-aid sample preparation protocol from Mann Laboratory was used to digest proteins and elute the peptides (23, 24). Briefly, total protein was extracted from the heart tissues using lysis buffer containing 4% sodium dodecyl sulfate (SDS), 100 mM Tris-HCl (pH 7.6), and 1 mM dithiothreitol, and the protein concentration was determined using a Pierce BCA Protein assay kit (No. 23225, Thermo Fisher Scientific, Waltham, MA, USA). The samples were desalted using an Empore SPE Cartridge C18 column (No. 98-0604-0198-5, Sigma, St. Louis, MO, USA; bed internal diameter, 7 mm; volume, 3 mL). The proteins were then concentrated and reconstituted in 40 μL of 0.1% formic acid (No. F0507, Sigma). The protein concentration was measured with a UV light a Spectrometer at 280 nm. Sample quality was verified by performing 12.5% SDS-PAGE protein separation and Coomassie Blue staining.

#### Liquid Chromatography-Tandem Mass Spectrometry

Phosphopeptides were enriched using a High-SelectTM Fe-NTA Phosphopeptides Enrichment Kit according to the manufacturer's instructions (No. A32992, Thermo Fisher Scientific). After lyophilizatoin, the phosphopeptides peptides were resuspended in 20 μL loading buffer (0.1% formic acid). For liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis, phosphopeptide samples were injected into a C18-reversed phase analytical column (Thermo Fisher Scientific Easy-Spray Column, No. ES900) and separated with a linear gradient over 120 min at a flow rate of 300 nL/min controlled by IntelliFlow technology. Spectra were acquired on a Q-Exactive orbitrap mass spectrometer (Thermo Fisher Scientific) coupled to an Easy-nLC 1200 system (Thermo Fisher Scientific). MS data were acquired from a survey scan (300–1800 m/z) for higher-energy C-trap dissociation fragmentation. The parameters were: automatic gain control 3e6, maximum inject time of 10 ms, and dynamic exclusion duration 40.0 s. Survey scans were acquired at a resolution of 70,000 at m/z 200, and the resolution for higher-energy C-trap dissociation spectra was set to 17,500 at m/z 200 and isolation width was 2 m/z. The normalized collision energy was 30 eV and the underfill ratio, which specifies the minimum percentage of the target value likely to be reached at maximum fill time, was defined as 0.1%. MS/MS spectra were searched using the MaxQuant 1.5.3.17 software for identification and quantitation analysis.

The label-free quantitative data for phosphoproteins from the four groups (WT-Sham, WT-TAC, Fat1-Sham, Fat1-TAC) were compared in pairs, and the fold-changes between comparisons were log2-transformed. A 0.05 cutoff was set for the *P*-value to identify differentially expressed phosphoproteins (DEPs). DEPs with fold-change values >1.5 and <1/1.5 were considered as upregulated and downregulated, respectively.

### Bioinformatic Analysis for mRNA and Phosphoprotein Expression

#### Biological Process Enrichment Analysis and Protein-Protein Interaction Network Construction

The web-accessible tool Metascape (https://metascape.org) was used to enrich biological processes for the datasets of DEGs and DEPs. Significant enrichment was considered as a *P*-value cutoff of 0.01, minimum overlap of 3, minimum enrichment of 1.5, and limiting-network interactome consisting of 3–500 candidate proteins. A high *P*-value (–log10) of the term in a biological process reflected its relatively higher degree of enrichment. Each DEG or DEP in the interaction network was displayed in the modules according to its biological processes.

Metascape was used to construct protein-protein interaction networks for the enrichment biological processes (25). Biological processes with similar functions were clustered, and then these enrichment clusters were connected according to the algorithm MCODE. Diagrams of the protein interaction network were visualized in Cytoscape v. 3.8.1 (http://www.cytoscape.org).

#### Venn Diagram Analysis for Differentially Expressed Phosphoproteins

To determine the roles of endogenous n-3 PUFAs in pressure overload hearts, each comparison pair was input into the TBtools program (https://omictools.com/tbtools-tool) to generate Venn diagrams (http://jvenn.toulouse.inra.fr). Here, two intersections were obtained: (1) the intersection of upregulated DEPs in the WT-TAC vs. WT-Sham comparison group and downregulated DEPs in the Fat1-TAC vs. WT-TAC comparison group, and (2) the intersection of downregulated DEPs in the WT-TAC vs. WT-Sham comparison group and upregulated DEPs in the Fat1-TAC vs. WT-Sham comparison group. Next, these two intersections further excluded the up-/downregulated DEPs from the Fat1-Sham vs. WT-Sham comparison. Finally, two new sets of DEPs were obtained: (1) upregulated by pressure overload in the WT hearts but downregulated by fat-1 transgene in the pressure overload condition, and (2) downregulated by pressure overload in the WT hearts but upregulated by fat-1 transgene under pressure overload.

#### Mitochondrial Function Prediction

Venn diagram analysis was also used to identify genes associated with the mitochondrial respiratory chain complexes that were upregulated by pressure overload in WT hearts, but downregulated by fat-1 transgene in the pressure overload condition. Here, a *P*-value <0.05 was set as the cutoff for screening DEGs associated with the mitochondrial respiratory chain function.

### Lipidomic Analysis of n-3 and n-6 PUFAs

#### Reagents

Chemical used in this study included methanol (No.106009; Merck, Darmstadt, Germany), formic acid (No. 5438040; Merck), ethanoic acid (No. US-FLSA-001; Thermo Fisher Scientific), and ethyl acetate (No. E196SK-4, Thermo Fisher Scientific). The isotope internal standards (IS) for quantification of lipid oxylipins were obtained from Cayman Chemical (Ann Arbor, MI, USA), which are listed as follows: prostaglandin (PG) E2-d4 (No. 314010), PGD2-d4 (No. 312010), PGF2α-d4 (No. 10007275), 6-keto-PGF1α-d4 (No. 315210), leukotriene (LT) C4-d5 (No. 10006198), tetranor-PGEM-d6 (No. 314840), LTB4-d4 (No. 320110), 15-hydroxy-eicosatetraenoic acid (HETE)-d8 (No. 31746), 5-HETE-d8 (No. 334230), thromboxane (TX) B2-d4 (No. 319030),12-HETE-d8 (No. 31745), platelet-activating factor (PAF)-d4 (No. 360900), oleoylethanolamide (OEA)-d4 (No. 9000552), eicosapentaenoic acid (EPA)-d5 (No. 10005056), docosahexaenoic acid (DHA)-d5 (No. 10005057), and arachidonic acid (AA)-d8 (No. 390010). These standards were mixed with methanol to obtain a final concentration of 100 ng/mL.

#### Extraction of n-3 and n-6 Polyunsaturated Fatty Acids and Oxylipins

The hearts from each group of mice (WT-Sham, WT-TAC, Fat1-Sham, and Fat1-TAC, *N* = 4) were collected and snap-frozen in liquid nitrogen. Total lipids were extracted from the heart tissues using a liquid-liquid extraction protocol as described previously with modifications (26), and 100 mg of heart tissue was homogenized by adding 1 L of methanol (2% formic acid and 0.01 mol/L BHT) and IS mixture (10 μL) and processing in an Omni tissue homogenizer (TH02, Kennesaw, GA, USA). The mixtures were centrifuged at 12,000 × *g* at 4°C for 10 min to collect the supernatants, which were mixed with 700 mL of ultra-pure water and 1 mL of ethyl acetate. The mixtures were centrifuged again at 4000 × *g* at 4°C for 10 min, and the upper organic phase was collected. The organic phase was dried using a nitrogen blower.

#### Ultra-Performance Liquid Chromatography-Tandem Mass Spectrometry

The dried extracts were dissolved in 10% acetonitrile (No. 900686, Sigma), filtered through a 0.45-μm membrane filter (No. HAWP04700; Millipore), and subjected to ultra-performance liquid chromatography-MS/MS analysis. A Shimadzu LCMS-8050 (Kyoto, Japan) equipped with a Phenomenex C18 column (2.1 mm × 150 mm × 2.6 μm; Torrance, CA, USA) was used to determine the n-3 and n-6 PUFAs and their oxylipins in the heart tissue extracts. The column temperature was set at 40°C, and the injection volume was 5 μL. The mobile phase flow rate was 0.6 mL/min. Gradient elution was performed with 0.1% (v/v) formic acid (solvent A) and acetonitrile (solvent B). The gradient of mobile phase B was set as follows: 10% (0 min), 25% (5 min), 35% (10 min), 75% (20 min), 95% (20.1 min), 95% (25 min), 10% (25.1 min), and 10% (30 min).

#### Quantitative Analysis of Oxylipins

MS/MS analyses were conducted in both positive and negative ion modes using nitrogen as the nebulizer gas, and PUFAs and oxylipins were identified according to multiple reaction monitoring and relative retention time of the species in the same class. The mass spectrometer was operated with MS operating software (lipid mediator version 2 software package, Shimadzu).

The identified lipid oxylipins were quantified by measuring the peak areas of the detected species as previously described (26). Briefly, the peak areas of each individual lipid oxylipin were corrected by those corresponding to the ISs of the same lipid metabolite class, which compensated for the fluctuations in MS intensities observed during different runs. The corrected peak areas of all identified lipid oxylipins were used for in-depth analysis.

Lipidomic analysis was performed as described previously (16). To process the raw data, MetaboAnalyst V5.0 (Montreal, Canada) was used to generate the clustering diagram and SIMCA 14.1 (Umetrics, Umeå, Sweden) was used for principal component analysis, providing an overview of the dataset structure and relationships. A *P*-value <0.05 was set as the cutoff for identification of the significant changes of oxylipins between groups. Fold-change values >1.5 were considered as upregulated, whereas values <1/1.5 were considered as downregulated.

### Multi-Omics Data Analysis

To integrate multi-omics data and understand the insights of n-3 PUFA regulation in fat1-TAC hearts, comparison datasets (Fat1-TAC vs. WT-TAC) from RNA-sequencing, phosphoproteomics, or lipidomics were uploaded to MetaboAnalyst V5.0. The top 10 most enriched pathways were selected for further analysis.

### Real Time Quantitative Polymerase Chain Reaction

RT-qPCR was used to verify the expression of genes identified by multi-omics data analysis. Briefly, after total RNA extraction, TB Green Premix Ex Taq II (No. RR820; Takara Bio Inc., Shiga, Japan) was used according to manufacturer's instruction. The reaction steps included 95°C for 30 s, 40 cycles of 95°C for 5 s, 60°C for 34 s, and a final extension at 72°C for 10 min. Transcript levels were normalized to the expression of β-actin. The primers in this experiment listed in Supplementary Table S1.

### Western Blotting

Expression of fission (dynamin-related protein 1, DRP1) and fusion (optic atrophy-1, OPA1) proteins and oxidative phosphorylation markers (electron transport chain complexes) of the mitochondria was determined to evaluate mitochondrial function (27). The hearts were homogenized in cell lysis buffer (#9803, Cell Signaling Technology, Danvers, MA, USA) containing protease inhibitors and 1% Triton X-100. The samples were centrifuged at 12000 × *g* at 4°C for 15 min, and the supernatants were retained for further use. Cytosolic (40 μg) proteins were separated using 10% SDS-PAGE and transferred to polyvinylidene fluoride blotting membranes (Millipore). After blocking with 5% skim milk, the membranes were incubated with primary antibodies (as listed above) overnight at 4°C before being incubated with species-appropriate secondary antibodies (Cell Signaling Technology). The bands were detected with Immobilon Western Chemiluminescent HRP Substrate (Millipore). Primary antibodies against DRP1 (No. 8570S, Cell Signaling Technology) and OPA1 (No. 67589S, Cell Signaling Technology) were used, along with a total oxidative phosphorylation rodent western blotting antibody cocktail (No. ab110413, Abcam, Cambridge, UK). Band density was analyzed using ImageJ software (NIH).

### Adenosine Triphosphate Assay

The whole heart was homogenized and adenosine triphosphate (ATP) was quantitatively determined using an ATP colorimetric assay kit (#A095-1-1, Nanjing Jiancheng Co., Nanjing, China) following the manufacturer's instructions. Briefly, the homogenates of heart tissues (200 mg in 1.8 mL of milli-Q H_2_O) were heated to 100°C for 10 min and centrifuged at 1150 × *g* for 10 min. The amount of phosphorylating glycerol generated from the supernatants was read at 630 nm using a spectrophotometer (Ultrospec 2100, Biochrom, Cambridge, UK).

### Statistical Analysis

For echocardiographic and pathological examinations, the data are presented as the mean ± SEM. Raw data for the WT-Sham, WT-TAC, Fat1-Sham, and Fat1-TAC groups were uploaded to GraphPad Prism 8.0 software (GraphPad, Inc., La Jolla, CA, USA). Significant differences among multiple data groups were analyzed by two-way analysis of variance followed by Tukey's multiple comparisons test (GraphPad Prism 8.0). Graphs showing individual data points were plotted. For mRNA sequencing, phosphoproteomics, and lipidomics analyses, *t*-tests were used to identify significant differences between pairs of means. Statistical significance was set at *P* < 0.05.

## Results

### Elevation of Endogenous n-3 PUFAs Reduces Cardiac Remodeling and Improves Cardiac Function

We found that the levels of EPA were significantly increased in the hearts of fat-1 mice. After TAC, both the EPA and DHA levels were significantly higher in the myocardium (Figure 1A). The total levels of n-3 PUFAs were significantly higher in the fat-1 TAC hearts than in the WT-TAC hearts, whereas the levels of n-6 PUFAs and ratio of n-6/n-3 PUFA were significantly lower in the fat1-TAC hearts than in the WT-TAC hearts (Figure 1A). These measurements suggest that the fat-1 transgene increased endogenous n-3 PUFAs and in the normal and pressure overload hearts, as well as lowered the ratio of n-6 to n-3 in pressure overload hearts.

**Figure 1:**
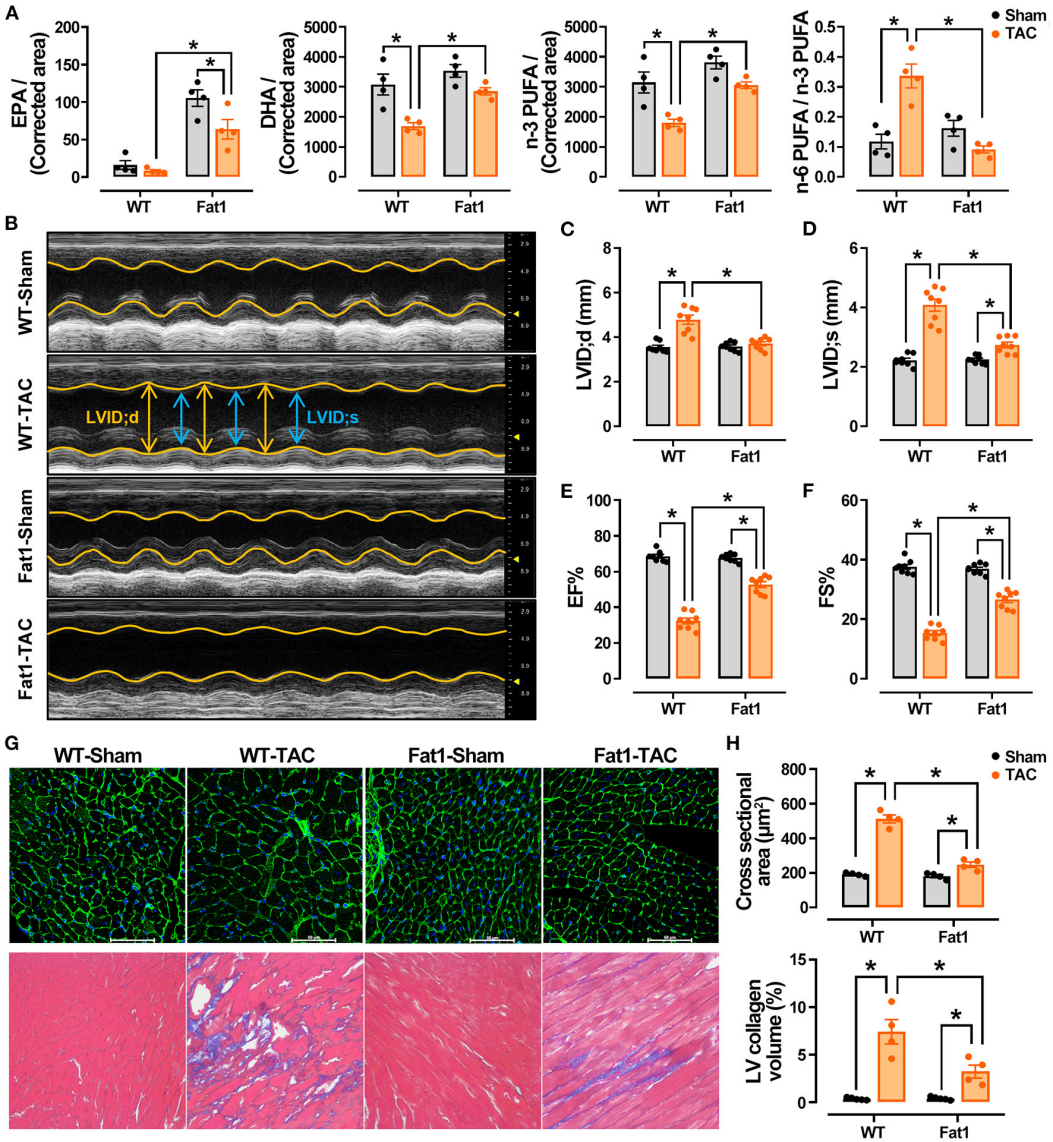
Endogenous n-3 PUFAs and echocardiographic measurements in WT and fat-1 mice with or without pressure overload. Fat-1 transgene increased endogenous n-3 PUFAs in normal and pressure overload hearts and lowered the ratio of n-6 to n-3 PUFAs in pressure overload hearts **(A)**. *N* = 4 for each group. EPA, eicosapentaenoic acid; DHA, docosahexaenoic acid; PUFA, poly unsaturated fatty acid. The M-mode recordings of the four groups are shown in **(B)**. Transverse aortic constriction (TAC)-induced pressure overload significantly increased the internal diameters at diastole **(C)** and systole **(D)** in WT mice, whereas these two indices were lower in fat-1 mice than in WT mice. Cardiac contractile function indices, including EF **(E)** and FS **(F)**, showed that the function was preserved in the fat-1 TAC group. Pressure overload significantly increased the size of cardiomyocytes and fibrosis, which was significantly reduced in the Fat1-TAC group **(G,H)**. *N* = 8 for each group, subjected to echocardiographic analysis, and *N* = 4 for each group subjected to histological observation. LV, left ventricle. All data are presented as the means ± SEM. ^*^P < 0.05 between groups.

The heart rate did not differ between groups based on echocardiographic recording (Figure 1B; Table 1). TAC-induced pressure overload significantly increased LVID;s (*P* < 0.0001) and LVID;d (*P* < 0.0001) in WT mice, whereas these two indices were significantly lower in fat-1 mice than in WT mice (Figures 1B–D). Correspondingly, pressure overload significantly increased the LV volume at systole (*P* < 0.0001) and diastole (*P* < 0.0001) in WT mice. The corrected LV mass was significantly increased in WT mice but not in Fat-1 mice (Table 1). Cardiac contractile function indices, including EF and FS, showed that the function was preserved in the Fat-1 TAC group but not in the WT-TAC group (Figures 1B,E,F).

**Table 1:** Echocardiographic measurements.

**Parameters**	**WT-Sham**	**WT-TAC**	**Fat1-Sham**	**Fat1-TAC**
Heart rate (beats/min)	455 ± 6	440 ± 7	467 ± 10	450 ± 11
LV Mass (corrected), mg	102.43 ± 4.11	179.68 ± 16.43^*^	102.35 ± 4.44^#^	118.71 ± 5.42^#^
Interventricular ventricular septum thickness, end-systolic, IVS;s (mm)	1.36 ± 0.01	1.23 ± 0.02	1.34 ± 0.03	1.24 ± 0.03
Interventricular ventricular septum thickness, end-diastolic, IVS;d (mm)	0.89 ± 0.01	0.87 ± 0.02	0.87 ± 0.03	0.89 ± 0.04
Left ventricular posterior wall thickness, end-systolic, LVPW;s (mm)	1.12 ± 0.03	1.05 ± 0.02	1.18 ± 0.02^#^	1.17 ± 0.02^&^
Left ventricular posterior wall thickness, end-diastolic, LVPW;d (mm)	0.77 ± 0.02	0.88 ± 0.04^*^	0.77 ± 0.01^#^	0.86 ± 0.02
Left ventricular internal dimension, end-systolic, LVID;s (mm)	2.22 ± 0.07	4.08 ± 0.21^*^	2.24 ± 0.05^#^	2.74 ± 0.10^#^
Left ventricular internal dimension, end-diastolic, LVID;d (mm)	3.55 ± 0.08	4.78 ± 0.20^*^	3.58 ± 0.07^#^	3.71 ± 0.09^#^
Ventricular volume at systole (μL)	16.85 ± 1.28	74.91 ± 0.48^*^	17.53 ± 0.94^#^	27.99 ± 2.37^#^
Ventricular volume at diastole (μL)	53.36 ± 3.19	109.26.23 ± 10.37^*^	54.26.31 ± 0.20^#^	58.74 ± 3.53^#^
Ejection fraction, EF (%)	68.58 ± 1.04	32.35 ± 1.66^*^	67.71 ± 0.76^#^	52.73 ± 1.67*^#&^
Short axis fractional shortening, FS (%)	37.57 ± 0.82	15.33 ± 0.83^*^	36.89 ± 0.59^#^	26.58 ± 1.01*^#&^

*All data are presented as the means ± SEM. N = 8*.

* *P < 0.05 vs. WT-Sham*,

# *P < 0.05 vs. WT-TAC, and*

& *P < 0.05 vs. Fat1-Sham (two-way ANOVA, Tukey's multiple comparisons test)*.

In addition, we found that pressure overload significantly increased the size of cardiomyocytes and fibrosis (Figures 1G,H). Fibrosis was significantly reduced in the myocardium, and cardiomyocyte hypertrophy was reduced in the Fat1-TAC group (Figures 1G,H).

### Endogenous PUFAs Target Phosphorylation Signaling and Restore Protein Phosphorylation States Under Pressure Overload Conditions

Transcriptomic and phosphoproteomic data analysis (Figure 2A) revealed the overall expression profiles of mRNAs and phosphoproteins, respectively (Figures 2B–E). 

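For RNA-sequencing, 8 libraries were analysed, 2 in each of the groups WT-Sham, WT-TAC, Fat1-Sham and Fat1-TAC, and each library is named here by its group and replicate number, as in WT-TAC1. The mice were 3 months old at surgery. The methods name whole hearts as the source of RNA, whereas the sample labels name ventricular tissue. The table lists mouse genes, so mRNA of the C. elegans fat-1 transgene itself was not analysed here. The authors preprocessed the raw reads for quality control, mapped the clean reads to the reference transcriptome, and deposited 1 value per gene and library in FPKM, fragments scaled to the length of the transcript and the depth of the library. The text of the paper names no aligner, counting program, genome build or annotation.

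FPKM values divide out depth, but for 100.00% of the 25929 listed genes the values of the 8 libraries were whole numbers of fragments at a single whole gene length, so the depth could be recovered from the values. The recovered totals were 14163994 fragments in WT-Sham1, 21218331 in WT-Sham2, 19828559 in WT-TAC1, 17961120 in WT-TAC2, 17780695 in Fat1-Sham1, 19555675 in Fat1-Sham2, 18683010 in Fat1-TAC1 and 18147306 in Fat1-TAC2. A gene with at most 3 fragments in a library was treated as lying at the detection floor. PCR reads without molecular identifiers are not independent molecules, so this floor covers counting error only.

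Expression was compared with limma (lmFit, and eBayes with a trend) on log2(FPKM + 1), with all 4 groups in a single fit, over the 14442 genes at 1 FPKM or more in at least 2 libraries. A log2 fold change on this scale understates the change of a gene with low FPKM, and the filter keeps out genes that are high in a single library. Differentially expressed genes (DEGs) were called at the cutoffs of the methods, a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 1.5 or under 1/1.5. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.33, so the per-gene p rests on the spread shared across genes and groups.

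Replicates differed most in WT-TAC. Across genes, which are not independent replicates, Pearson's r between the 2 libraries of a group was 0.984 in WT-Sham, 0.898 in WT-TAC, 0.985 in Fat1-Sham and 0.981 in Fat1-TAC, and 362, 2560, 275 and 344 genes were more than 2-fold apart. The first principal component held 69.7% of the variance and placed WT-TAC1 at 116.4 and the other 7 libraries between -35.9 and 24.4. The second held 10.4%. The median FPKM of all listed genes was 2.61 in WT-TAC1 and 1.58 in WT-TAC2, and lay between 0.823 and 1.16 in the other 6 libraries. The most abundant mRNAs in every library were mt-Co1, mt-Cytb and mt-Nd1, and mt-Co1 took between 5.05% of the fragments in WT-TAC1 and 12.40% in WT-Sham1. Mitochondrially encoded genes together took 11.7% of the fragments in WT-TAC1, 19.3% in WT-TAC2 and between 22.8% and 27.6% in the other 6 libraries.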

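Between Fat1-Sham and WT-Sham, limma called 0 genes up and 0 genes down, and the smallest adjusted p was 1. At an unadjusted p under 0.05 with the same fold change, 29 genes were higher and 100 lower in Fat1-Sham. Between WT-TAC and WT-Sham, 133 genes were called up and 2 down, so that 98.5% of the DEGs were higher after TAC, and 35 of these DEGs were immunoglobulin genes, whose near-identical segments can share reads. In the fat-1 mice, TAC raised 1 gene, the processed pseudogene Gm10359, and lowered 0, while 192 genes were higher and 77 lower at an unadjusted p under 0.05 with that fold change. Between Fat1-TAC and WT-TAC, 5 genes were called up and 201 down.

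The 5 genes higher in Fat1-TAC than in WT-TAC were Gm10359, mt-Nd3, mt-Nd4l, Gm43535 and Lbh, of which Gm43535 and Lbh were named after their values were seen. Gm10359 (ENSMUSG00000094708, chromosome 5 of GRCm38) had 62.4 ± 40.6 FPKM (SD, n = 2) in Fat1-TAC and was at or under the floor in the other 6 libraries. Against Fat1-Sham its log2 fold change was 5.82 (limma adjusted p = 0.0311), and against WT-TAC it was 5.78 (standard error 0.42, adjusted p = 0.00651 from limma with Benjamini-Hochberg adjustment), at least 374.1-fold higher, and a processed pseudogene can take reads of its parent gene, so its value is uncertain. The genes mt-Nd4l (log2 fold change 2.38, standard error 0.42, limma adjusted p = 0.0791), Gm43535 (1.15, adjusted p = 0.0803) and Lbh (0.88, adjusted p = 0.0901) passed by smaller margins. The DEGs lower in WT-TAC than in WT-Sham were Gm13339 on chromosome 2 (log2 fold change -1.54, standard error 0.28, limma adjusted p = 0.0922) and Gm28438 on chromosome 1 (-1.44, standard error 0.26, adjusted p = 0.0899), both annotated as unprocessed pseudogenes, so their reads can belong to other copies.

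The median of all genes was not centred on 0. Its log2 fold change was 0.39 in WT-TAC against WT-Sham and -0.40 in Fat1-TAC against WT-TAC, while it was -0.015 between the sham groups and 0.025 between Fat1-TAC and Fat1-Sham. Scaling the libraries by their median of ratios moved the medians of the comparisons with WT-TAC to -0.017 and -0.002, and 23 genes were then called up in WT-TAC and 19 down in Fat1-TAC, all of which were among the DEGs above. Over the alternatives, the count of genes up in WT-TAC ran from 0 with a per-gene test with equal variances to 286 without the filter on low values. The count of genes down in Fat1-TAC against WT-TAC ran from 0 with the per-gene test to 8124 with the libraries scaled to their cardiomyocyte genes, a choice made after the values were seen. Leaving out a library of a group that was not compared also changed the calls through the shared spread. In WT-TAC, 42 genes were called up without Fat1-Sham1 and 43 without Fat1-Sham2, against 164 without Fat1-TAC1. For Fat1-TAC against WT-TAC, 39 genes were called down without WT-Sham2, 40 without WT-Sham1 and 77 without either Fat1-Sham library, and of the 5 genes called up, 1 was still called without either WT-Sham library and 2 without either Fat1-Sham library. Of the 2 genes lower in WT-TAC, 0 were still called when any fat-1 library was left out, and Gm10359 was not called between Fat1-TAC and Fat1-Sham when any WT library was left out.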

Fat-1 transgene caused alterations (up- or downregulation) in the expression of mRNA under normal and pressure overload conditions (Figure 2C). Furthermore, analysis of the DEPs revealed that fat-1 transgene regulated expression of phosphoproteins during pressure overload. Specifically, compared with the WT hearts, the fat-1 hearts exhibited upregulation of 18 phosphoproteins and downregulation of 57 phosphoproteins. Meanwhile, under pressure overload conditions, fat-1 transgene up- and downregulated 34 and 49 phosphoproteins, respectively (Figure 2E).

**Figure 2:**
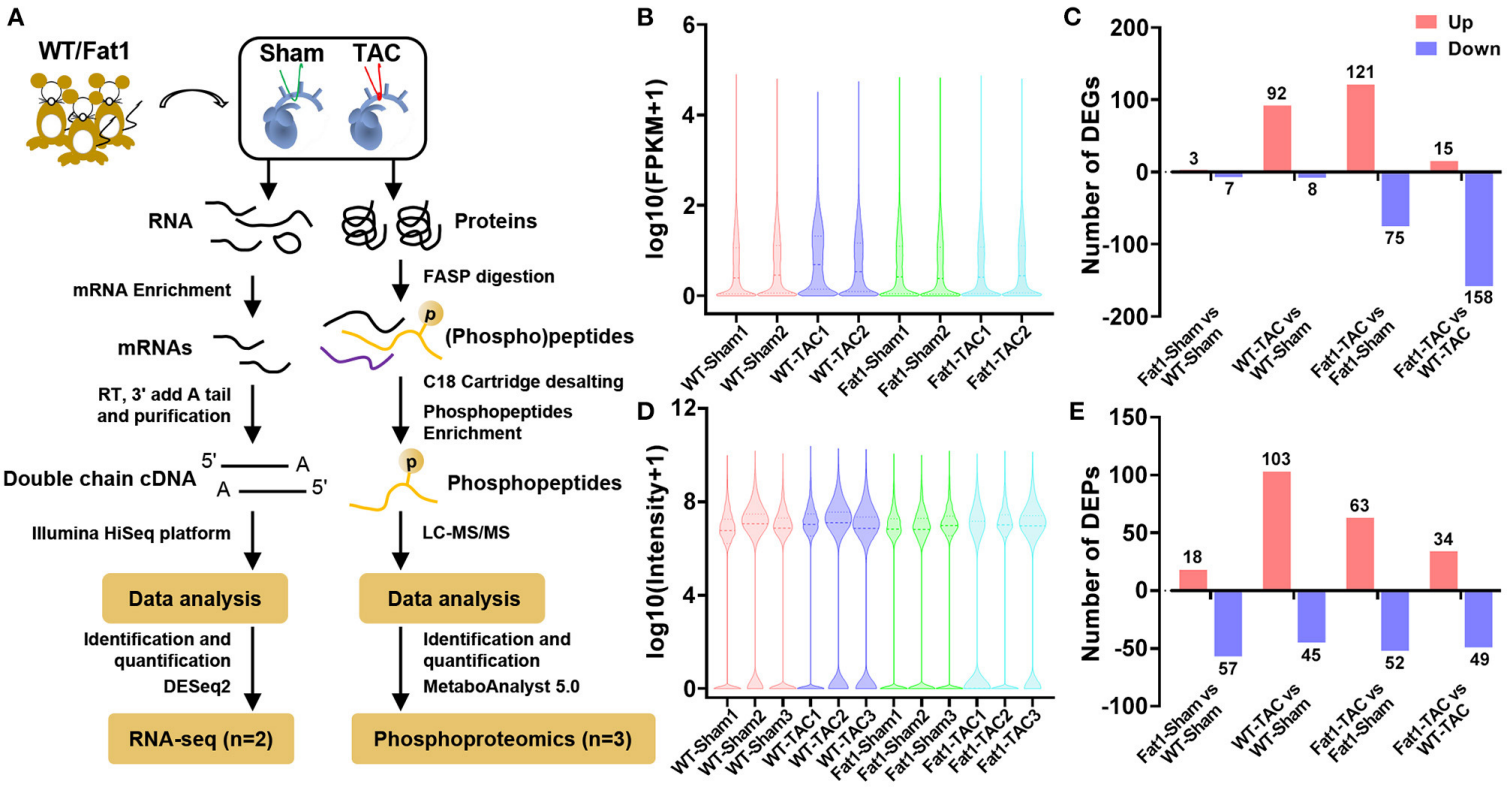
mRNA and phosphoprotein profiles. RNA-sequencing analysis of **(A)** overall mRNA expression profiles **(B)** and differentially expressed genes (DEGs) in pressure overload hearts **(C)**. Quantitative phosphoproteomic analysis **(A)** showed the overall expression profiles of phosphoproteins **(D)** and differentially expressed phosphoproteins (DEPs) in pressure overload hearts **(E)**. *N* = 2 and 3 for RNA-sequencing and phosphoproteomic analysis, respectively.

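Figure 3B draws 50 genes, of which 49 are shown as higher in WT-TAC than in WT-Sham and 1, mt-Nd3, as lower. Of these, 43 passed the filter on low values, and the other 7 had a median of 1.03 FPKM in their highest library. In WT-TAC against WT-Sham, 37 of the 43 were called up. In 30 of the 50 genes, both WT-Sham libraries were at or under the floor of 3 fragments, and 47 of the 50 were higher in both WT-TAC libraries than in all other libraries, where chance gives 3.6% for a gene without differences. The list was chosen by the study on these libraries.

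The largest changes lay in genes of the airway epithelium. Bpifa1 (ENSMUSG00000027483, chromosome 2) had 1284 ± 967.7 FPKM (SD, n = 2) in WT-TAC and 0.247 ± 0.267 (SD, n = 2) in WT-Sham, a log2 fold change of 9.79 (standard error 1.04, adjusted p = 0.0222 from limma with Benjamini-Hochberg adjustment). Scgb1a1 (ENSMUSG00000024653, chromosome 19), which encodes a secretoglobin of club cells, had 1131 ± 599.2 FPKM in WT-TAC and 0.198 ± 0.140 in WT-Sham, a log2 fold change of 9.78 (standard error 1.36, limma adjusted p = 0.0478) and at least 2542-fold higher. Scgb3a2 (ENSMUSG00000038791, chromosome 18) had 155.7 ± 88.9 FPKM in WT-TAC and 0 in both WT-Sham libraries, at least 483-fold higher (log2 fold change 7.17, standard error 0.64, limma adjusted p = 0.012). The epithelial cadherin gene Cdh1 (ENSMUSG00000000303, chromosome 8) had 8.26 ± 5.20 FPKM in WT-TAC against 0.0210 ± 0.00591 in WT-Sham, at least 109.4-fold higher (log2 fold change 3.06, standard error 0.38, limma adjusted p = 0.0334). Of the 50 genes, 12 are in marker lists of lung cells or epithelium that were written before the data were examined, and 5 are immunoglobulin genes whose counts are uncertain because their segments are nearly identical. The test of the lung and epithelium lists was planned with genes of Figure 3B known, so the overlap of 12 is not independent evidence.

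Those lung and epithelium lists hold 38 other genes that Figure 3B does not draw, of which 31 passed the filter, and a rise in WT-TAC itself helps a gene to pass. Of the 31, 29 had a higher mean in WT-TAC, and without the filter the median over the lists was 1.47. Over the 31 genes the median log2 fold change was 1.63, and 1.85 with 7 genes at their lower bound, with an adjusted p of 0.0049 from fry, a rotation test of a gene list as a whole that keeps the correlation between its genes. The median stayed above 0 under every alternative and was lowest, at 1.19, under quantile normalization and highest, at 3.16, with limma-voom on the recovered fragments. The count of Figure 3B genes called in the comparisons of the Venn diagram fell from 34 to 7 under quantile normalization and to 0 with the per-gene test.

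Outside Figure 3B, the median log2 fold change was 2.48 for club cell genes (fry adjusted p = 0.0141), 1.82 for airway genes with ciliated cells included (0.0188), 2.02 for general epithelium (0.0038) and 1.09 for alveolar genes (0.057), over 145 list tests. These adjusted p-values are from fry, and camera with its preset correlation gave 3.61e-09 for the 31 genes together, while no list passed at 0.1 when camera estimated the correlation, where the smallest adjusted p was 0.128.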

Gene set enrichment analysis of biological processes revealed that pressure overload significantly upregulated 49 genes (Figures 3A,B). Under pressure overload conditions, at the transcriptional level, elevated endogenous PUFAs downregulated these 49 genes enriched in cardiac remodeling (negative regulation of cell adhesion and positive regulation of growth), inflammation (humoral immune response and regulation of inflammatory response), and alterations in ion and cellular homeostasis (multicellular organismal water homeostasis and cellular response to metal ion) (Figures 3A,C).

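With the Venn criterion of Figure 3A, up in WT-TAC against WT-Sham, down in Fat1-TAC against WT-TAC and not called between the sham groups, 103 genes were found, 34 of them drawn in Figure 3B and 69 not. All 103 genes were higher in both WT-TAC libraries than in all other libraries, and 21 were in the lung and epithelium lists, 17 were immunoglobulin genes and 0 were thymocyte genes. The opposite pattern, down with TAC and up in Fat1-TAC, held for 0 genes, while 11 genes of Figure 8A passed it at an unadjusted p under 0.05. Both comparisons use the same WT-TAC libraries, so chance values in those libraries alone give opposite changes. In 100 simulated sets of unchanged libraries, the largest overlap of called genes was 1. At an unadjusted p under 0.05 the overlap was 2121 genes against a median of 58 and at most 77 in the simulated sets, and the correlation of the log2 fold changes across genes was -0.862 against a mean of -0.499. That mean is the value for groups of equal spread. The SD of the log2 difference between replicates was 0.842 in WT-TAC, 0.359 in WT-Sham and 0.385 in Fat1-TAC. A wider spread in the shared WT-TAC libraries alone makes the correlation more negative and the overlap larger. The contrast with the simulated sets therefore cannot tell a reversal from the spread within WT-TAC.

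In Fat1-TAC against WT-TAC, 35 of the 43 tested genes of Figure 3B were called down. Adjusted over the list alone, all 43 were called in both comparisons in the direction of the figure, which is not independent evidence because the list was chosen on these libraries. Bpifa1 had a log2 fold change of -10.04 (adjusted p = 0.0185 from limma with Benjamini-Hochberg adjustment), at least 6291-fold lower in Fat1-TAC, and Scgb1a1 of -9.77 (limma adjusted p = 0.0473). Scgb3a2 was at least 618.9-fold lower (limma adjusted p = 0.011) and Cdh1 at least 140.2-fold lower (limma adjusted p = 0.0368). The calls of Scgb1a1 and Cdh1 were lost when either WT-Sham library was left out. As a list, Figure 3B had a median log2 fold change of -2.33, and -4.50 with the genes at the floor set at their bound (fry adjusted p = 0.00157). The 31 lung and epithelium genes outside Figure 3B had a median of -1.82 (fry adjusted p = 0.00455).

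Per library, Scgb1a1 had 707.3 FPKM in WT-TAC1 and 1555 in WT-TAC2, and Bpifa1 had 599.6 and 1968. One sham library also carried these mRNAs. In Fat1-Sham1, Scgb1a1 reached 33.1 FPKM and Bpifa1 10.6, while no other sham or Fat1-TAC library exceeded 0.450 for either gene. The difference between the responses of the genotypes to TAC, tested directly as an interaction, passed for Scgb3a2 (-8.13, standard error 0.90, limma adjusted p = 0.0659) but not for Scgb1a1 (limma adjusted p = 0.205). The alveolar gene Sftpc reached 74.7 FPKM in WT-TAC1 and 29.9 in Fat1-Sham1 but 0.139 in WT-TAC2, and the alveolar gene Sftpb did not exceed 0.974 FPKM in any library.

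**Figure D1:**
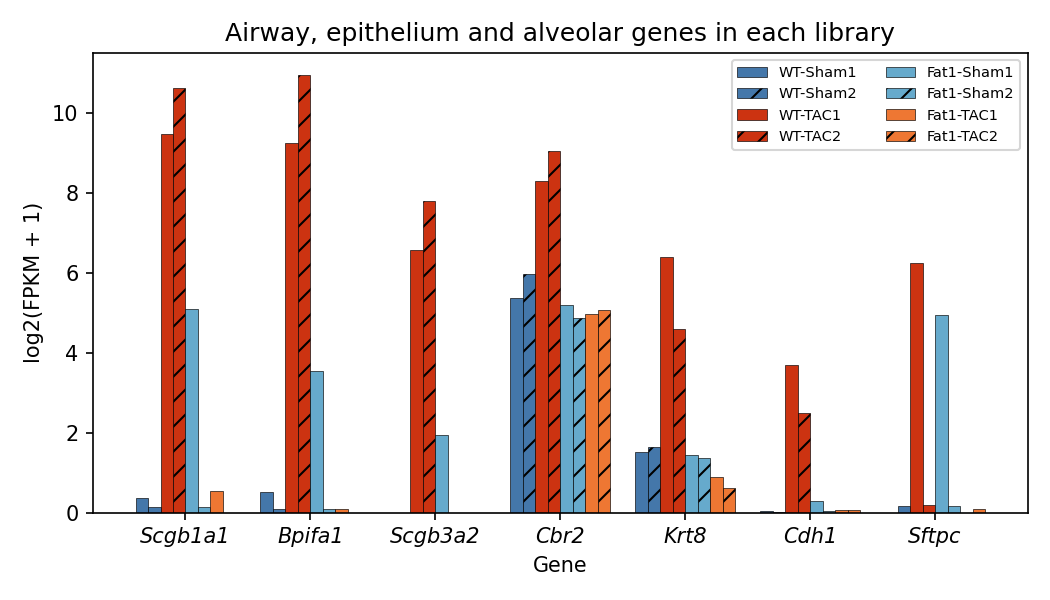
Expression of 7 genes of airway and alveolar epithelium in the 8 libraries, as log2(FPKM + 1) on the vertical axis and with 1 bar per library on the horizontal axis. Scgb1a1, Bpifa1 and Scgb3a2 stand highest in WT-TAC1 and WT-TAC2, and Sftpc stands high in WT-TAC1 and Fat1-Sham1 only.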

**Figure 3:**
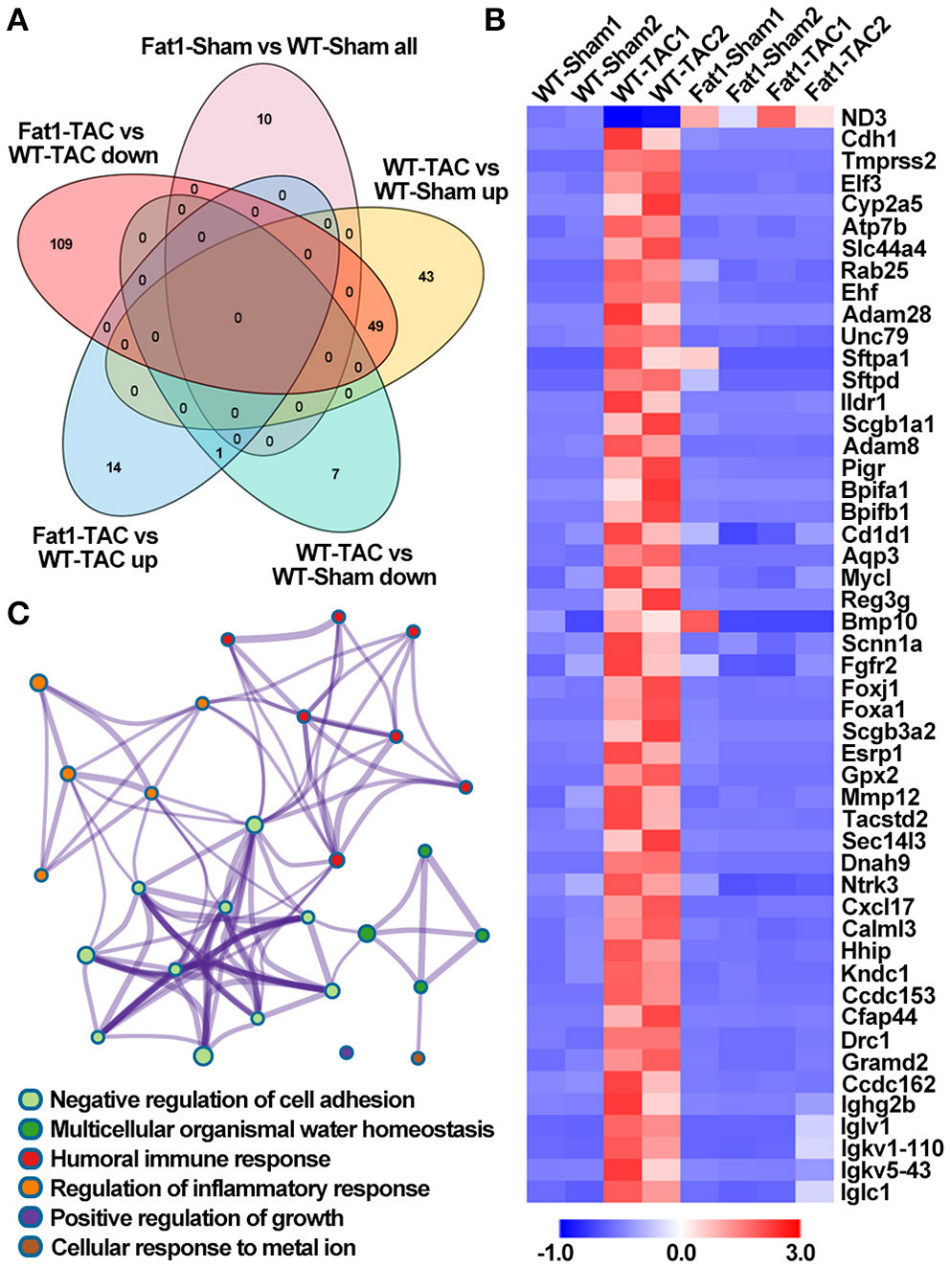
Effects of endogenous N-3 PUFAs on the expression of genes under pressure overload. Gene set enrichment analysis revealed that pressure overload significantly up-/down regulated the biological processes enriched in DEGs, which can be suppressed/restored by fat-1 transgene **(A,B)**. Under pressure overload conditions, elevated endogenous PUFAs downregulated these 49 genes enriched in six biological processes **(C)**. Fat1-Sham vs. WT-Sham all, genes upregulated and downregulated by fat-1 transgene; WT-TAC vs. WT-Sham up, genes upregulated by TAC-induced pressure overload; WT-TAC vs. WT-Sham down, genes downregulated by TAC-induced pressure overload; Fat1-TAC vs. WT-TAC up, genes downregulated by fat-1 transgene under pressure overload conditions; Fat1-TAC vs. WT-TAC down, genes downregulated by fat-1 transgene under pressure overload conditions. *N* = 2 for RNA-sequencing.

We further analyzed protein post-translational modification using quantitative phosphoproteomics. Through Venn diagram analysis, we identified 21 phosphoproteins that were potentially affected by elevation of endogenous n-3 PUFAs (Figures 4A,B). Among them, five proteins were downregulated by pressure overload, but were upregulated by fat-1 transgene under pressure overload conditions, whereas another 16 proteins were upregulated by pressure overload, however, were downregulated by fat-1 transgene under pressure-overload (Table 2). Biological process enrichment for these 21 phosphoproteins revealed fat-1 transgene primarily suppressed expressions levels of phosphoproteins associated with cardiac remodeling (muscle cell differentiation, actin cytoskeleton organization, cell junction organization, angiogenesis) and maintained ion and cellular homeostasis (positive regulation of cation channel activity and response to mechanical stimulus) (Figure 4C). Moreover, these 21 phosphoproteins were localized within cardiomyocytes, nerves, and vessels in the myocardium, as well as in various subcellular compartments, including the plasma membrane, cytoplasm, sarcoplasmic reticulum, sarcomere, and mitochondria (Figure 4D; Table 2). Furthermore, phosphorylation of myofilaments was altered in dilated WT hearts (Figure 4D). Under pressure overload conditions, compared with WT mice, fat-1 mice showed higher phosphorylation levels of cTnI S6 and lower levels of titin S3784, β-actin capping protein S263, and α-actinin 2 T822 (Table 2; Supplementary Table S2). In addition, phosphorylation levels of two other Z-line proteins (PDZ and LIM domain protein 5, as well as sorbin and SH3 domain containing protein 2) were also restored by fat-1 transgene in pressure overload hearts. These results demonstrate that the contractile machinery represents one target of endogenous n-3 PUFAs in pressure overload hearts.

**Figure 4:**
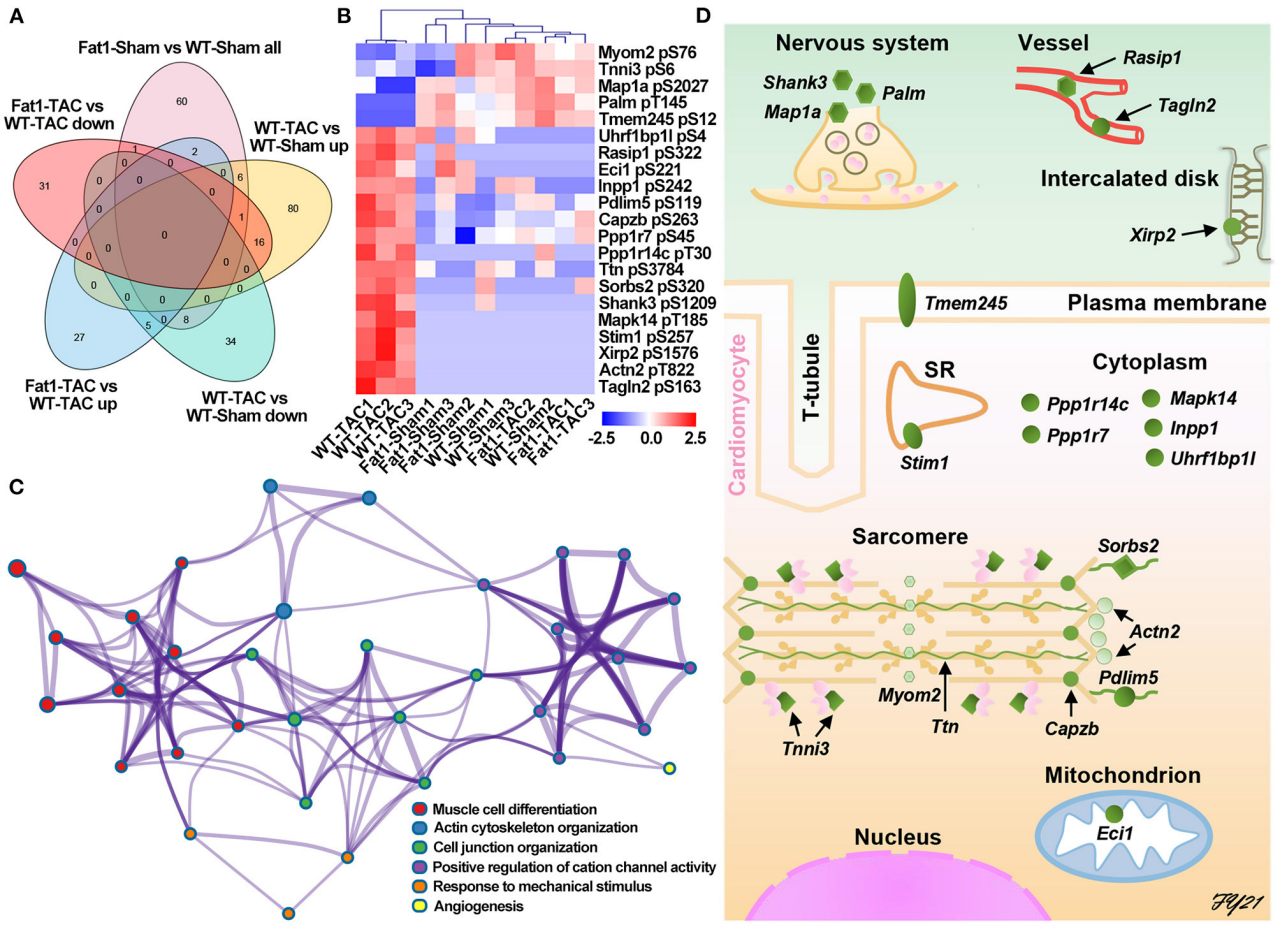
Protein phosphorylation affected by fat-1 transgene in pressure overload hearts. **(A)** Venn diagram analysis; **(B)** DEPs affected by fat-1 transgene under pressure overload conditions. **(C)** Elevated endogenous N-3 PUFAs suppressed phosphorylation signaling pathways that induce cardiac remodeling and alterations of ion hemostasis. **(D)** The location of each phosphoprotein is identified in the schematic illustration of the cardiomyocyte and its surrounding tissues, showing that endogenous n-3 PUFAs can function to plasma membrane, sarcomere reticulum (SR), cytoplasm, sarcomeres, and mitochondria of the cardiomyocytes, as well as the nerves and vessels. *N* = 3 per group.

**Table 2:** Expression of phosphoproteins regulated by endogenous n-3 PUFAs.

**Location**	**Gene ID**	**Phosphoprotein**	**PO**	**Fat-1**
**Cardiomyocyte**				
Mitochondrion	Eci1	Enoyl-CoA delta isomerase 1, mitochondrial	**↑**	**↓**
Sarcomere	Tnni3	Cardiac troponin I	**↓**	**↑**
	Myom2	Myomesin 2	**↓**	**↑**
	Ttn	Titin	**↑**	**↓**
	Capzb	Actin capping protein, beta	**↑**	**↓**
	Actn2	Alpha actinin 2	**↑**	**↓**
	Pdlim5	PDZ and LIM domain protein 5	**↑**	**↓**
	Sorbs2	Sorbin and SH3 domain containing protein 2	**↑**	**↓**
Cytoplasm	Ppp1r14c	Protein phosphatase 1, regulatory inhibitor subunit 14C	**↑**	**↓**
	Ppp1r7	Protein phosphatase 1, regulatory subunit 7	**↑**	**↓**
	Mapk14	Mitogen-activated protein kinase, p38	**↑**	**↓**
	Inpp1	Inositol polyphosphate 1-phosphatase	**↑**	**↓**
	Uhrf1bp1l	UHRF1 binding protein 1-like	**↑**	**↓**
Intercalated disk	Xirp2	Xin actin-binding repeat containing protein 2	**↑**	**↓**
Sarcoplasmic reticulum	Stim1	Stromal interaction molecule 1	**↑**	**↓**
Plasma membrane	Tmem245	Transmembrane protein 245	**↓**	**↑**
**Nerve**				
	Palm	Paralemmin	**↓**	**↑**
	Map1a	Microtubule-associated protein 1A	**↓**	**↑**
	Shank3	SH3 and multiple ankyrin repeat domains 3	**↑**	**↓**
**Vessel**				
	Rasip1	Ras interacting protein 1	**↑**	**↓**
	Tagln2	Transgelin 2	**↑**	**↓**

*The phosphoproteins, which had been upregulated (downregulated) by pressure overload, were downregulated (upregulated) by endogenous n-3 PUFAs in pressure overload hearts. N = 3. ↑, upregulated; ↓, downregulated. PO, pressure overload, indicating protein expression affected by pressure overload; Fat-1, fat-1 transgene, indicating protein expression affected by fat-1 transgene under pressure overload condition*.

### Cardioprotection of Endogenous n-3 PUFAs Is Attributed to Suppression of Their Oxylipin Production in Pressure Overload Hearts

We further explored the protective mechanisms of endogenous n-3 PUFAs based on lipidomic analysis. Shifts in the oxylipin profiles were observed in the myocardium with elevated n-3 PUFAs under pressure overload conditions (Figures 5A–C). Forty-seven oxylipins were detected, among which 16 belonged to n-3 and 31 belonged to n-6 metabolic pathways (Figure 5A). The number of oxylipins altered by pressure overload or fat-1 transgene is displayed in Figure 5C.

**Figure 5:**
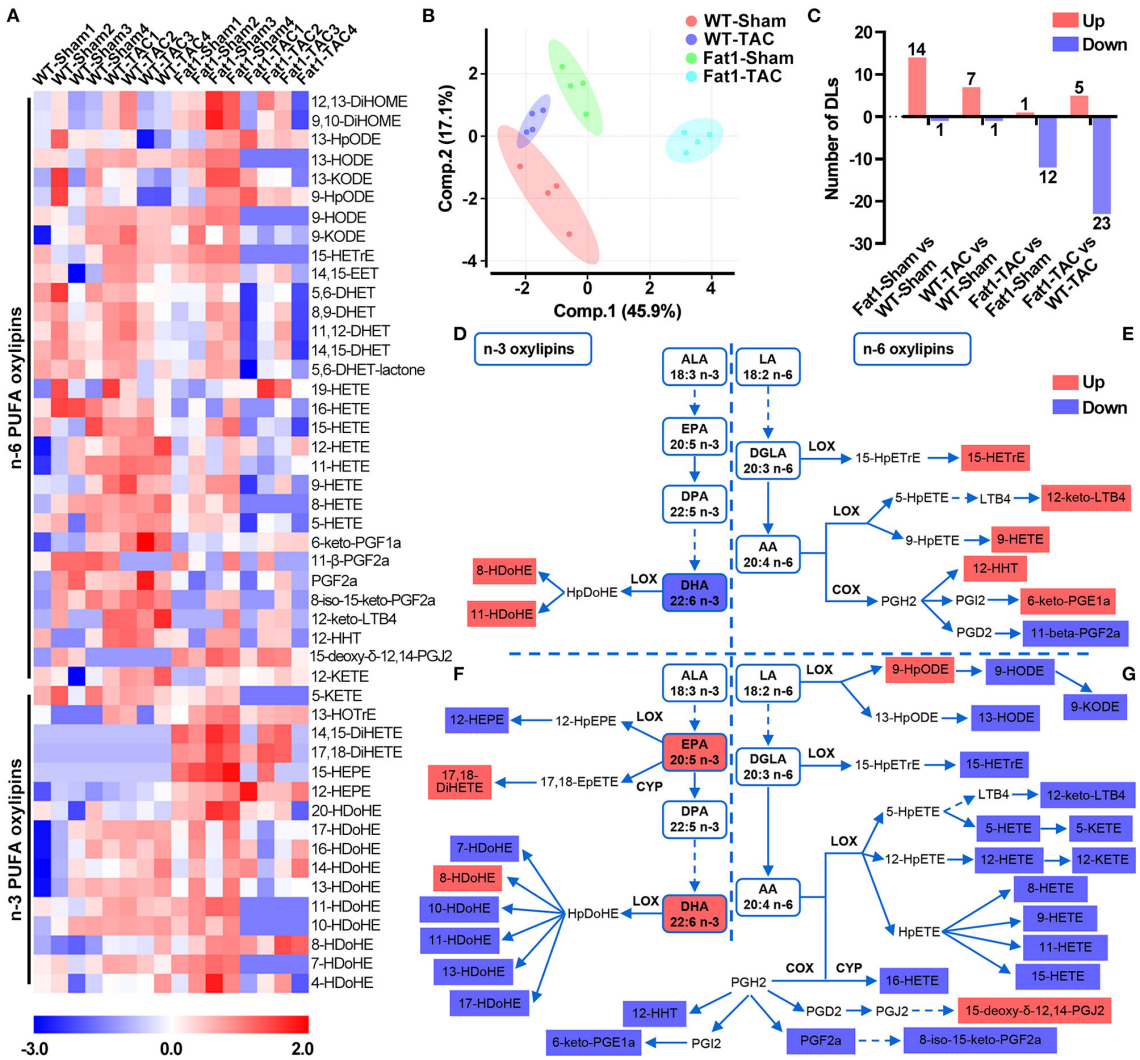
Signature of myocardial n-3/n-6 PUFA oxylipins in WT and fat-1 transgenic hearts under pressure overload conditions. Profile shifts of n-3 and n-6 oxylipins **(A)** were observed in the myocardium. The principal component analysis plot **(B)** showed that the altered profiles were distinct between groups, and the counts of altered oxylipins are shown in **(C)**. In the n-3 metabolic pathway, pressure overload reduced DHA levels but increased the levels of its oxylipins 8- and 11-HDoHE in the hearts of WT mice **(D)**. In the n-6 PUFA metabolic pathway, pressure overload increased the levels of 5 oxylipins, and decreased 1 oxylipin in the n-6 PUFA pathway **(E)**. Compared with WT hearts, the n-3 PUFA-protected hearts showed higher concentrations of EPA, DHA, and two oxylipins, whereas lower concentrations of 6 oxylipins were observed under pressure overload conditions **(F)**. Compared to WT hearts, fat-1 hearts increased the levels of 2 of oxylipins but decreased 18 oxylipins in the n-6 PUFA pathway **(G)**. *N* = 4 for each group.

Analysis of the metabolic pathways (Figures 5D–G) showed that in the n-3 metabolic pathway, pressure overload reduced DHA levels but increased oxylipins 8- and 11-HDoHE levels in the hearts of WT mice (Figure 5D). Compared with WT hearts, the n-3 PUFA-protected hearts showed higher concentrations of EPA, DHA, and their oxylipins 17,18-DiHETE and 8-HDoHE, whereas lower concentrations of n-3 PUFA oxylipins (12-HEPE, and 7-, 10-, 11-, 13-, and 17-HDoHE) were observed under pressure overload conditions (Figure 5F). In the n-6 PUFA metabolic pathway, pressure overload increased the levels of n-6 PUFA oxylipins, including 15-HETrE, 12-keto-LTB4, 9-HETE, 12-HHT, and 6-keto-PGE1α and decreased the levels of the oxylipin 11-beta-PGF2α (Figure 5E). Compared to WT hearts, fat-1 hearts exhibited increased levels of n-6 PUFA oxylipins, including 9-HpODE and 15-deoxy-delta-12,14-PGJ2 and decreased levels of oxylipins in the LA-LOX pathway (9-HODE, 9-KODE, and 13-HODE), dihomo-γ-linolenic acid (DGLA)-LOX pathways (15-HETrE), AA-LOX pathways (12-keto-LTB4, 5-HETE, 5-KETE, 12-HETE, 12-KETE, 8-,9-,11-,15-HETE), AA-CYP pathway (16-HETE), and AA-COX pathway (12-HHT, 6-keto-PGE1α, PGF2α, and 8-iso-15-keto-PGF2α) (Figure 5G).

Furthermore, after analyzing differences in oxylipin production within the myocardia (Figure 6A), we found that four oxylipins, namely, 12-HHT, 9-HETE, 12-keto-LTB4, and 6-keto-PGF1α were significantly reduced in the pressure overload myocardium protected by n-3 PUFAs (Figures 6B–E). The oxylipin profiles in the Fat1-TAC hearts revealed that protective effects of endogenous n-3 PUFAs in pressure overload hearts were attributed to their oxylipins.

**Figure 6:**
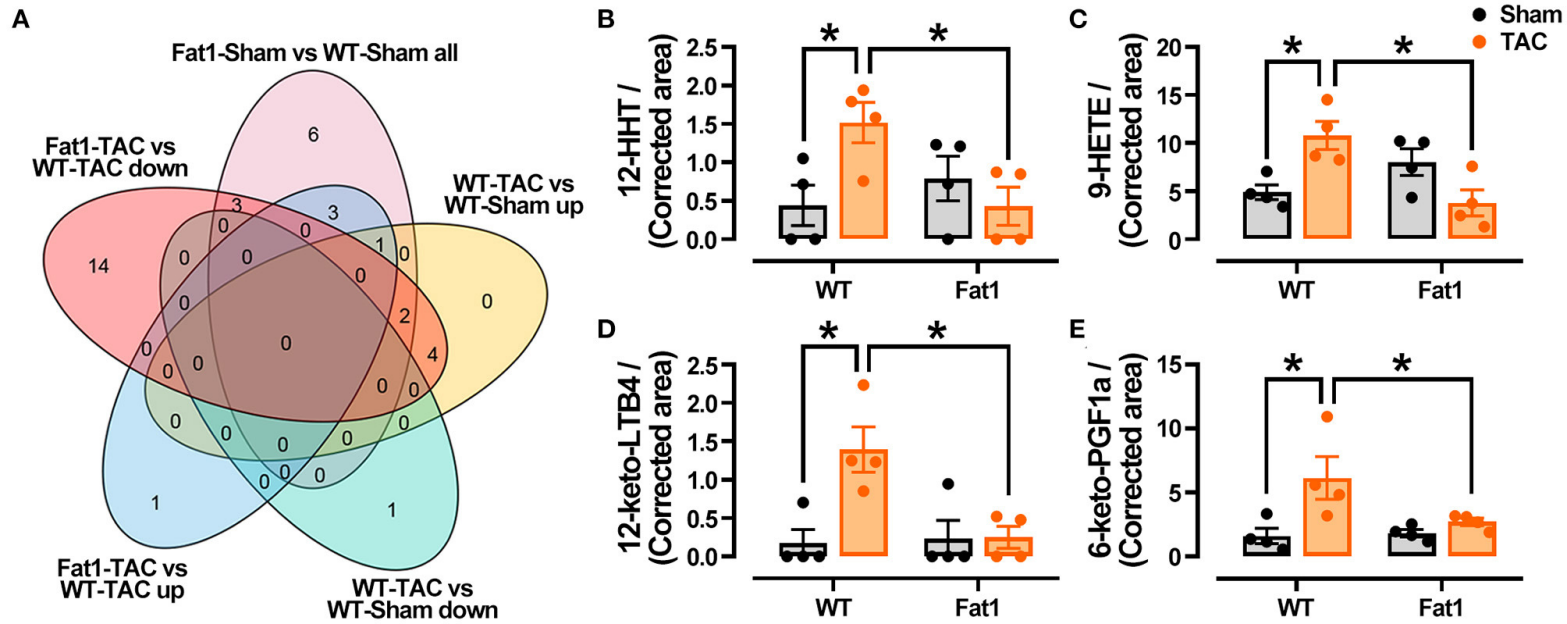
Fat-1 Oxylipin production in pressure overload hearts. **(A)** Venn diagram displaying the oxylipins that were decreased (increased) by pressure overload, were increased (decreased) by fat-1 transgene under pressure overload conditions. Four oxylipins including 12-HHT **(B)**, 9-HETE **(C)**, 12-keto-LTB4 **(D)**, and 6-keto-PGF1a **(E)** were identified via Venn diagram analysis. 12-HHT, 12(S)-hydroxyheptadeca-5Z,8E,10E-trienoic acid; 9-HETE, 9S-hydroxy-5Z,7E,11Z,14Z-eicosatetraenoic acid; 12-keto-LTB4, 12-keto-leukotriene B4; 6-keto-PGF1a, 6-keto-prostaglandin F1alpha. *N* = 4 for each group. ^*^ *P* < 0.05 between groups.

### Endogenous n-3 PUFAs Protect Mitochondrial Structure and Function Under Pressure Overload Conditions

The results of RNA-sequencing, phosphoprotein quantification, and oxylipin profiling were integrated and analyzed (Figure 7A). The top 10 enriched pathways were involved in metabolism (arachidonic acid metabolism, apelin signaling pathway, peroxisome proliferator-activated receptors (PPAR) signaling pathway, and cGMP-PKG signaling pathway), contractile function (cardiac muscle contraction, adrenergic signaling in cardiomyocytes, cAMP signaling pathway, and calcium signaling pathway), cardiac remodeling (dilated cardiomyopathy and hypertrophic cardiomyopathy). Furthermore, we found that fat-1 transgene altered PPAR signaling pathway, a metabolic pathway links the genes-phosphoproteins-metabolite regulatory network. We compared the profiles of genes, proteins and metalates with PPAR signaling pathway–Mus musculus (mmu03320) of the KEGG database (https://www.genome.jp/kegg-bin), and found that three genes (*Fabp3, Pck1*, and *Angptl4*), one phosphoprotein (*Plin5* encoding PDZ and LIM domain protein 5), and two oxylipins (8-HETE, and 13-HODE) matched the pathway (Figure 7B). 

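Among the genes of Figure 7B, Fabp3 (ENSMUSG00000028773, chromosome 4), which encodes a fatty acid binding protein, had 3754 ± 284.4 FPKM (SD, n = 2) in Fat1-TAC and 1914 ± 781.3 (SD, n = 2) in WT-TAC. Its log2 fold change of 1.03 (standard error 0.31, adjusted p = 0.159 from limma with Benjamini-Hochberg adjustment) was not called. WT-TAC1 decided the size of this difference, which was 0.60 without WT-TAC1 and 1.46 without WT-TAC2. The cardiomyocyte genes stood at 51.4% of WT-Sham in WT-TAC1 and 92.4% in WT-TAC2. In Fat1-TAC1 and Fat1-TAC2 they stood at 113.1% and 114.4%. An unequal share of cardiomyocyte RNA can therefore account for part of the Fabp3 difference, though its direction was kept with libraries scaled to these genes. In the sham groups, Fabp3 had 2620 ± 260.3 FPKM in WT and 2849 ± 306.7 in fat-1 hearts, and its change in WT-TAC against WT-Sham was -0.51 (limma adjusted p = 0.269).

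Pck1 (ENSMUSG00000027513, chromosome 2), the gene of phosphoenolpyruvate carboxykinase 1, had 7.06 ± 9.69 FPKM in Fat1-TAC and 99.6 ± 3.96 in WT-TAC, a log2 fold change of -4.57 (standard error 1.25, limma adjusted p = 0.15) that was not called. It was -2.75 without Fat1-TAC1 and -6.38 without Fat1-TAC2, since Pck1 stood at 0.204 FPKM in Fat1-TAC1 and 13.9 in Fat1-TAC2. The replicates of the sham groups also lay far apart in Fat1-Sham, at 61.2 and 7.14 FPKM, against 26.0 and 39.4 in WT-Sham. The limma adjusted p lay between 0.0947 and 0.539 over the alternatives, and it passed only when the libraries were scaled to their cardiomyocyte genes, an alternative chosen after the values were seen.

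Angptl4 (ENSMUSG00000002289, chromosome 17) had 3.45 ± 0.402 FPKM in Fat1-TAC and 18.0 ± 0.756 in WT-TAC, a log2 fold change of -2.10 (standard error 0.41, limma adjusted p = 0.0997), and was called down just inside the cutoff. Leaving out a library of either group kept the change between -2.19 and -2.00. The limma adjusted p ranged from 0.0331 without Fat1-Sham2 to 0.322 with the per-gene test. The call was lost without either WT-Sham library (limma adjusted p = 0.151) and under every alternative of scaling, filter, pseudocount or test except the scaling to cardiomyocyte genes. Both Pck1 and Angptl4 varied across the 8 libraries with the mRNAs of fat cells, with Pearson's r of 0.971 (exact permutation p = 0.000446, two-sided, adjusted 0.000893) for Pck1 and 0.795 (exact permutation p = 0.0134, adjusted 0.0134) for Angptl4 against the median of 9 adipocyte genes without Pck1, the only 2 such relations computed. Spearman's rho was 0.976 (exact permutation p = 0.000397, adjusted 0.000794) and 0.905 (exact permutation p = 0.00456, adjusted 0.00456). Without Fat1-Sham2 and Fat1-TAC1, the libraries farthest from the median of the adipocyte genes, r was 0.835 and 0.671. No sequencing batch is named for these libraries, so the relation could not be recomputed within batches.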

Gene expression verification showed that *Fabp3* was upregulated, but *Pck1* and *Angptl4* were downregulated by fat-1 transgene under pressure overload conditions (Figures 7C–E). The KEGG pathway analysis further supported that endogenous n-3 PUFAs protect hearts through regulating gene expression, protein phosphorylation and lipid metabolism.

**Figure 7:**
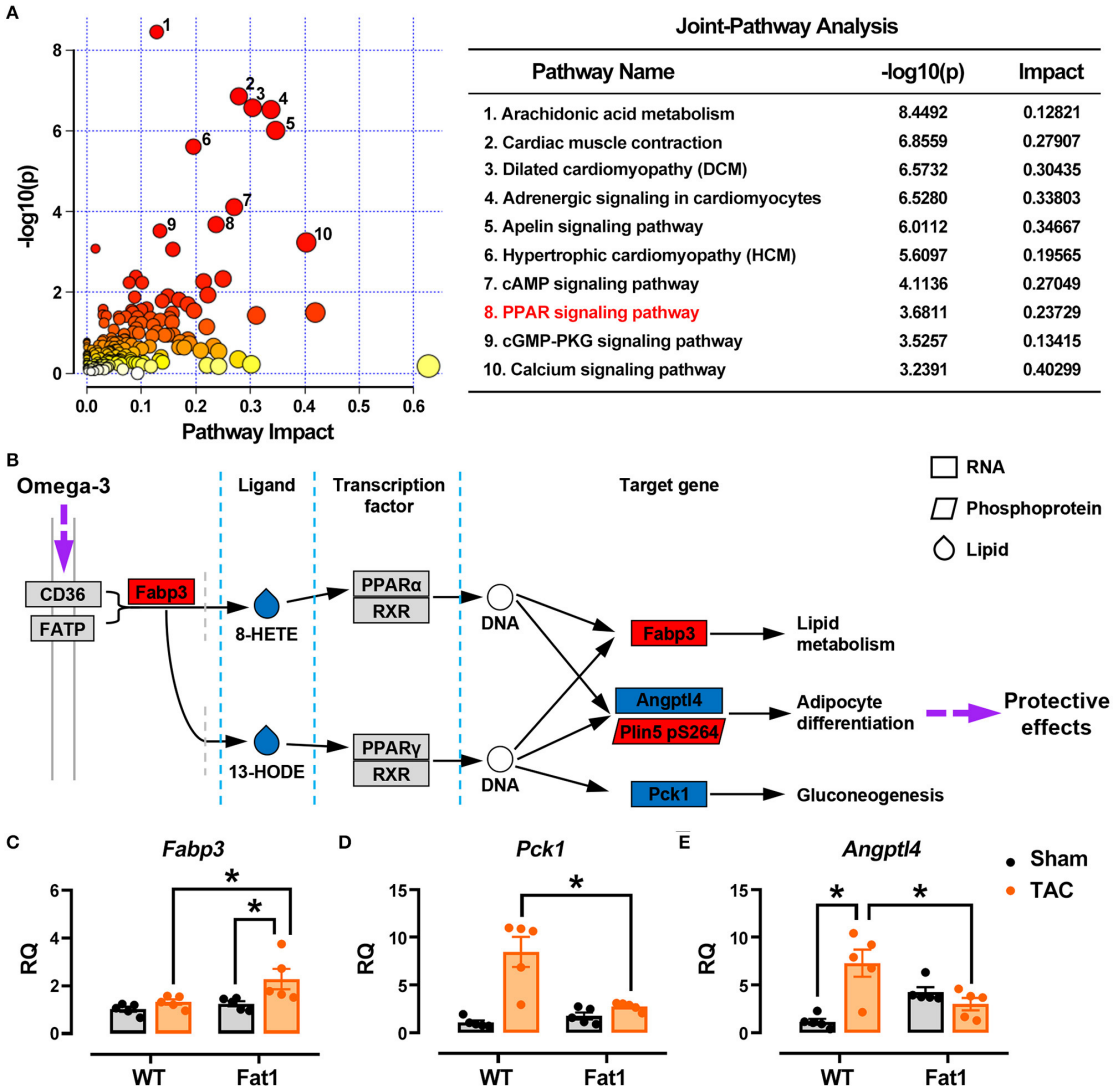
Multi-omics data analysis. The results of RNA-sequencing, phosphoprotein quantification, and oxylipin profiling were integrated and analyzed **(A)**. Top 10 pathways affected by endogenous n-3 PUFAs were selected for analysis, and KEGG pathway analysis was applied to illustrate protective mechanism of n-3 PUFAs in pressure overload hearts **(B)**. Expression of genes identified from multi-omics data analysis has been determined by RT-qPCR **(C–E)**. ^*^ *P* < 0.05 between groups.

Mitochondrial function associated RNA-sequencing datasets was examined. 

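All 47 genes of Figure 8A were tested, and all 47 had a lower mean in WT-TAC than in WT-Sham, with log2 fold changes from -1.56 to -0.39 and a median of -0.63. The median stayed negative under every scaling, at -0.09 when the libraries were scaled to their cardiomyocyte genes, where Cox4i1 and Atp5g3 were slightly higher in WT-TAC. At the cutoffs of the paper for these genes, an unadjusted p under 0.05 and a fold change beyond 1.5, 22 of the 47 passed in limma. At the same p without the fold change 31 passed, with an adjusted p under 0.1 over all genes tested 0 passed, and adjusted over the list alone 24 passed, which is not independent evidence because the list was chosen on these libraries. Both WT-TAC libraries lay below both WT-Sham libraries in 46 genes, where chance gives 16.7% per gene.

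The size of the change differed between the WT-TAC libraries. Relative to the mean of WT-Sham, the median log2 difference of the 47 genes was -0.904 in WT-TAC1 and -0.319 in WT-TAC2, and 47 genes in WT-TAC1 against 2 in WT-TAC2 were lower by over 1.5-fold. The median log2 fold change was therefore -0.32 without WT-TAC1 and -0.90 without WT-TAC2. A list of 20 genes of contractile and other cardiomyocyte proteins that belong to no complex of the chain fell together with them, with a median of -0.96 in WT-TAC1 and -0.114 in WT-TAC2. WT-TAC1 also held mRNAs of thymocytes, among them Rag1 at 251.9 FPKM and Cd4 at 301.8 FPKM, which were at or under 1.36 FPKM in every other library.

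The count moved with the scaling. It was 42 of 47 when the libraries were scaled by their median of ratios, with a median log2 fold change of -1.11, 18 under quantile normalization, and 2 when scaled to their cardiomyocyte genes. With the per-gene test it was 0. As a list, the 47 genes gave an adjusted p of 0.163 from fry and 5.43e-46 from camera with its preset correlation, and with an estimated correlation camera gave 0.365, so only the test that presets the correlation between genes called the list.

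The whole respiratory chain gave a smaller change than the genes drawn. Of 99 genes of complexes I to V in the table, 98 were tested, 92 had a lower mean in WT-TAC, and 23 passed the cutoffs of the paper. Their median log2 fold change was -0.50, or 0.03 with the scaling to cardiomyocyte genes. The adjusted p was 0.266 from fry, 3.94e-48 from camera with its preset correlation and 0.365 from camera with an estimated correlation. Both WT-TAC libraries lay below both WT-Sham libraries in 70 of them.

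The gene with the largest decrease was mt-Nd3 in complex I, with 112.3 ± 53.4 FPKM (SD, n = 2) in WT-TAC and 314.1 ± 15.5 in WT-Sham, a log2 fold change of -1.56 (standard error 0.46, adjusted p = 0.175 from limma with Benjamini-Hochberg adjustment). Reads of mitochondrially encoded genes can be shared with copies in the nuclear genome, so these values are uncertain. Cox6a2 of complex IV had 1250.0 ± 578 FPKM in WT-TAC and 2208 ± 70.5 in WT-Sham (log2 fold change -0.90, standard error 0.32, limma adjusted p = 0.175).

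**Figure D2:**
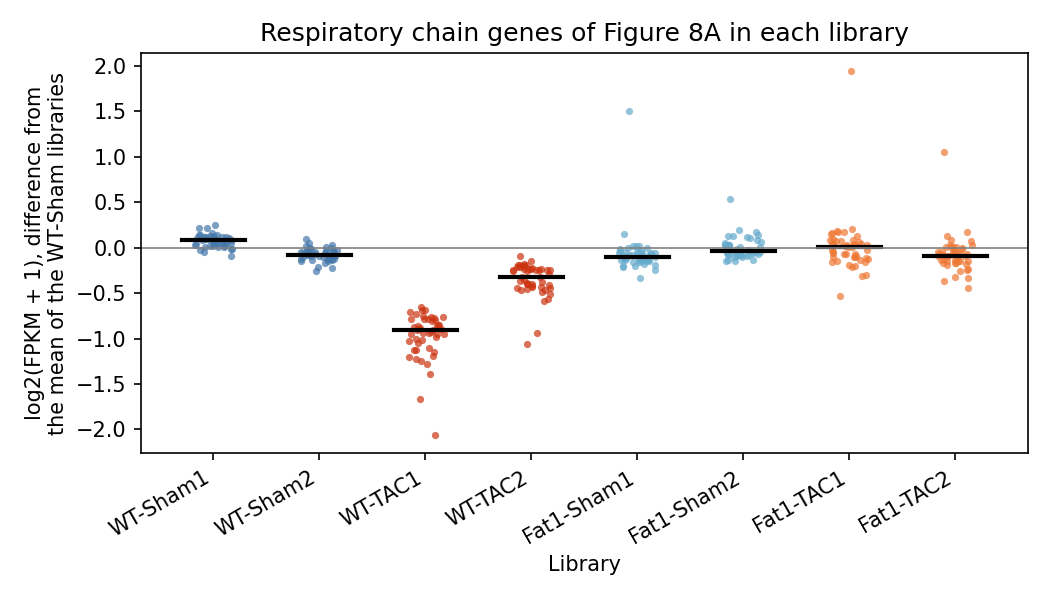
Difference of the 47 genes of Figure 8A from the mean of WT-Sham in each library, on the vertical axis as log2(FPKM + 1), with 1 point per gene and a black line at the median of each library. The points of WT-TAC1 center on -0.904 and those of WT-TAC2 on -0.319. The values are unscaled FPKM, and with the libraries scaled to their cardiomyocyte genes the median difference between Fat1-TAC and WT-TAC has the opposite sign.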

Expression of 47 genes encoding oxidative phosphorylation markers, specifically mitochondrial respiratory chain complexes, were significantly downregulated by pressure overload (fold-change > 1.5 and *P* < 0.05). Among them, 23, 1, 7, 8, and 8 genes belonged to complexes I, -II, -III, -IV, and -V, respectively. However, elevation of endogenous n-3 PUFAs restored their expression (Figure 8A). 

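The 47 genes of Figure 8A hold 23 of complex I, 1 of complex II, 7 of complex III, 8 of complex IV and 8 of complex V. In limma, 11 genes of complex I, 0 of complex II, 2 of complex III, 6 of complex IV and 3 of complex V passed an unadjusted p under 0.05 and a fold change under 1/1.5 in WT-TAC against WT-Sham. The only gene of complex II, Sdhb, had 442.8 ± 134.0 FPKM (SD, n = 2) in WT-TAC and 635.1 ± 40.1 in WT-Sham. Its log2 fold change was -0.55 (standard error 0.22, adjusted p = 0.179 from limma with Benjamini-Hochberg adjustment), which is smaller than the cutoff on the fold change. The count of complex III fell to 0 when any fat-1 library was left out. Ndufa10 of complex I had 387.7 ± 130.3 FPKM against 570.6 ± 2.05, a log2 fold change of -0.60 (standard error 0.23, limma adjusted p = 0.177). Uqcrb of complex III had 395.2 ± 122.7 FPKM against 578.3 ± 68.6, and its log2 fold change was -0.58. For Cox4i1 of complex IV and Atp5g3 of complex V the log2 fold changes were -0.52 and -0.51, and with the libraries scaled to their cardiomyocyte genes they were 0.02 and 0.03. By complex, the median difference from WT-Sham in WT-TAC1 ran from -0.951 in complex IV to -0.766 in complex V, and in WT-TAC2 from -0.391 in complex I to -0.238 in complex V.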

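In Fat1-TAC against WT-TAC, all 47 genes had a higher mean, with log2 fold changes from 0.31 to 3.06 and a median of 0.54, or -0.19 when the libraries were scaled to their cardiomyocyte genes. Of the 47, 12 passed an unadjusted p under 0.05 and a fold change over 1.5, and 11 of these were also among the genes lower in WT-TAC. With an adjusted p under 0.1 over all genes tested 1 passed, mt-Nd3, and adjusted over the list alone 15 passed. The median rested on both WT-TAC libraries unequally. It was 0.26 without WT-TAC1 and 0.84 without WT-TAC2.

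The gene mt-Nd3 had 931.0 ± 394.5 FPKM (SD, n = 2) in Fat1-TAC, a log2 fold change of 3.06 (standard error 0.46, adjusted p = 0.0554 from limma with Benjamini-Hochberg adjustment), a call that was lost when either WT-Sham library was left out. It was high in fat-1 hearts without TAC too, at 890.6 FPKM in Fat1-Sham1 and 456.4 in Fat1-Sham2. Cox6a2 had 2473 ± 35.8 FPKM in Fat1-TAC and rose by 1.07 on the log2 scale (limma adjusted p = 0.159). The log2 fold changes of Ndufa10, Sdhb, Uqcrb, Cox4i1 and Atp5g3 were 0.43, 0.46, 0.57, 0.38 and 0.38, and scaling to the cardiomyocyte genes turned them to -0.29, -0.27, -0.16, -0.34 and -0.34. Cardiomyocyte genes outside the chain rose alike, with a median log2 fold change of 0.63. That scaling brought their median to -0.09 by construction, since its factors come from these same genes. Over the 98 genes of the whole chain the median was 0.51, or -0.21 with that scaling, with 25 genes past the cutoffs of the paper, and the set tests gave an adjusted p of 0.224 from fry and 7.29e-48 from camera with its preset correlation.

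From the lower expression of these genes in WT-TAC and their higher expression in Fat1-TAC, the paper concludes that elevated endogenous n-3 PUFAs restored their expression, and in its discussion it counts the restored mRNAs of mitochondrial proteins among the processes through which mitochondria are protected under pressure overload.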

Under TEM, the mitochondria were reduced in size and more abundant per square μm in WT-TAC hearts, whereas the mitochondria of Fat1-TAC hearts were normal in terms of shape and size (Figures 8B–D). Western blotting analysis further revealed that expression of the fission marker Drp1 was significantly reduced in fat-1 TAC hearts but not in the dilated WT-TAC heart (Figures 8E,F). These results confirm that endogenous n-3 PUFAs protected hearts from mitochondrial injury under the pressure overload condition.

**Figure 8:**
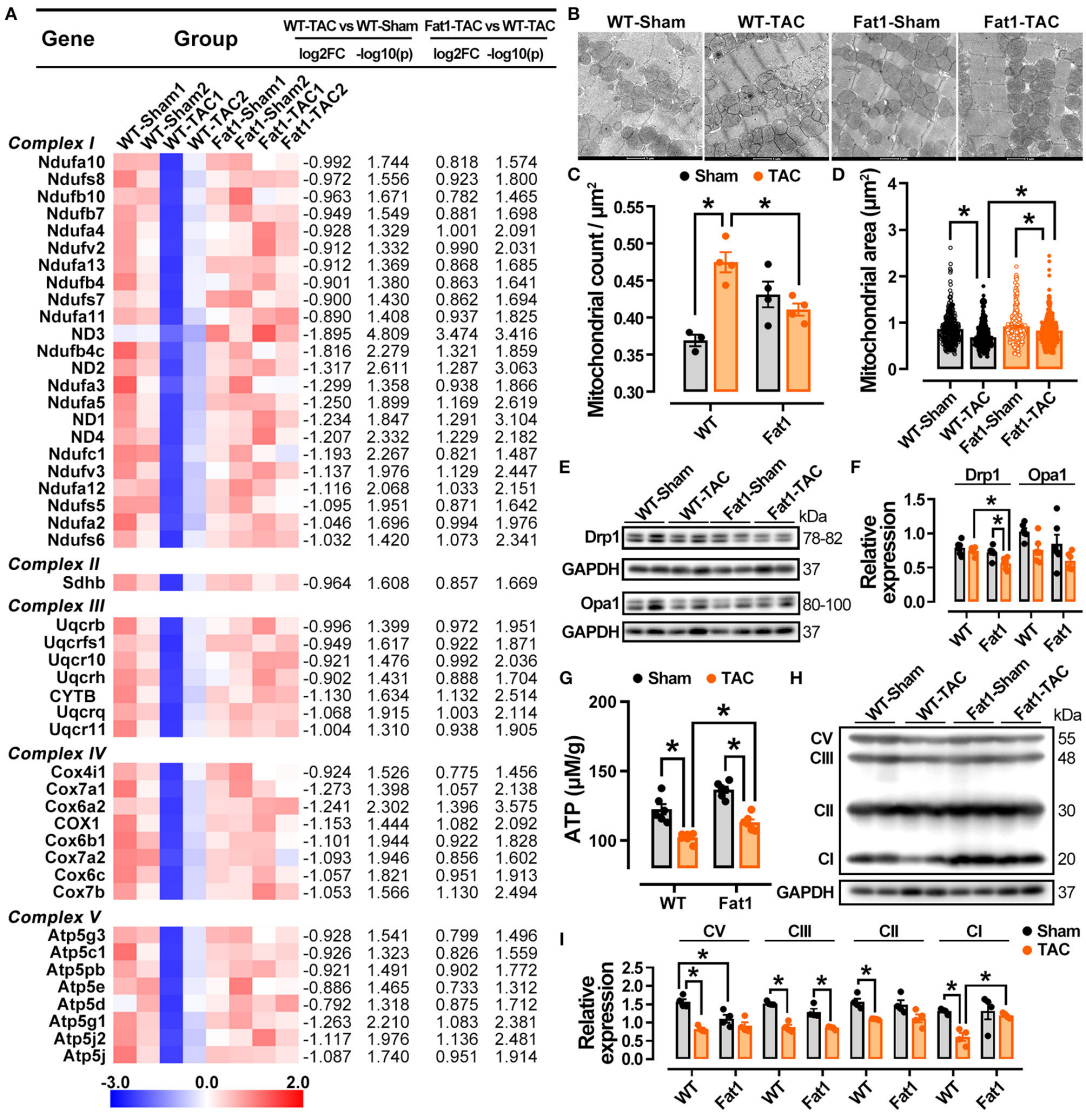
Preservation of mitochondria function by fat-1 transgene in pressure overload hearts. In the RNA-sequencing datasets of experimental groups, 47 genes encoding oxidative phosphorylation markers, mitochondrial respiratory chain complexes were showed **(A)**. Under transmission electron microscopy, the mitochondria display a reduction in size and increase in counts per square μm in WT-TAC hearts, whereas those of Fat1-TAC hearts were not altered by pressure overload **(B–D)**, *N* = 300 mitochondria in the measurement area. The fission marker Drp1 was significantly reduced in Fat-1 TAC hearts but not in the dilated WT-TAC heart **(E,F)**. ATP generation was restored by endogenous n-3 PUFAs under pressure overload conditions **(G)**. The protein expression of respiratory chain complexes was downregulated in the dilated WT-TAC hearts. Compared to the sham hearts, pressure overload did not suppress the expression levels of mitochondrial complexes I, II, V in fat-1 transgenic hearts **(H,I)**. *N* = 4 for each group. ^*^P < 0.05.

Consistent with the protection of mitochondrial structure in fat-1 TAC hearts, the ATP generation was also restored by endogenous n-3 PUFAs under pressure overload conditions (Figure 8G). Furthermore, by examining the protein expression of complexes I, -II, -III, and -V, we found that all complexes were downregulated in the dilated WT-TAC hearts. Compared to in the sham hearts, TAC did not suppress the expression of mitochondrial complexes. In contrast, the expression of complex V was significantly upregulated in fat-1 TAC hearts (Figures 8H,I). These results demonstrate that endogenous n-3 PUFAs regulate mitochondrial oxidative phosphorylation and ameliorate mitochondrial dysfunction under pressure overload conditions.

## Discussion

In the present study, we explored the protective mechanisms of n-3 PUFAs in DCM. This is the first study to employ quantitative phosphoproteomics and multi-omics data analysis to reveal the protective mechanisms provided by endogenous n-3 PUFAs in DCM. Our results reveal that elevated endogenous n-3 PUFAs reduce cardiac remodeling and improve cardiac function. Under pressure overload conditions, n-3 PUFAs target phosphorylation signaling and restore the phosphorylation states of intracellular proteins in the subcellular compartments of sarcomeres, cytoplasm, membranes, sarcoplasmic reticulum, and mitochondria. Further mechanistic studies revealed that endogenous n-3 PUFAs suppress the production of detrimental n-3/n-6 oxylipins and regulate a metabolic associated gene-protein-metabolite pathway. Specifically, the mitochondrial structure, dynamics, oxidative phosphorylation, and function were protected by endogenous n-3 PUFAs in pressure overload hearts. Collectively the results provide insights into the protective mechanisms of n-3 PUFAs in DCM, which involve multiple cellular processes (transcription, post-translational modification, cellular metabolism, mitochondrial oxidative phosphorylation, and mitochondrial dynamics and function) in various cellular compartments. Specifically, our findings demonstrate that mitochondria play a critical role in n-3 PUFA-dependent cardioprotection in DCM.

### N-3 PUFAs Maintain Phosphorylation States of Proteins and Prevent Cardiac Remodeling

We employed a transgenic mouse model expressing the *C. elegans* gene fat-1 to explore the protective mechanisms of n-3 PUFAs. Previous studies have employed this transgenic model to reveal that n-3 PUFAs exert anti-inflammatory and anti-apoptotic roles under various conditions (28–30). In addition, n-3 PUFAs reportedly increase phospholipids under hypertensive conditions in postnatal rats (31). Although supplementation with n-3 PUFAs is widely performed by individuals, evidence of the effects of n-3 PUFA treatment from clinical trials is inconsistent, and the molecular mechanisms underlying their effects remain unclear (32). Consistent with the evidence reported by Endo et al. (28), we found that elevated endogenous n-3 PUFAs prevents cardiac remodeling induced by pressure overload. In addition, the structural protection, genes and phosphoproteins enriched in cardiac remodeling were reduced by elevation of endogenous n-3 PUFAs. Activation of multiple phosphorylation signaling pathway is associated with cardiac hypertrophy or dilation. Several kinases such as AMP-activated protein kinase and protein kinase C have been recognized as valuable targets for drug discovery (33, 34). Here, we observed that endogenous n-3 PUFAs induced phosphorylation of proteins in the cardiomyocytes, nerves, and vessels of the heart. Modification of these proteins was centered in the regulation of contractile function. Among the 16 differentially abundant phosphoproteins in the cardiomyocytes, nine interacts with the myofilaments, phospholamban complex, and sarcomeric proteins at the intercalated disks (22, 35, 36), while four cytosolic proteins target either sarcomere or excitation-contraction coupling (37). Previous phosphoproteomic studies have provided insights regarding the roles of myofilament phosphorylation in cardiac contractile function. For instance, cTnI phosphorylated at Ser23/Ser24 regulates the myofilament response to Ca^2+^ (38) and is significantly increased in heart failure. Herein, we found that fat-1 transgene suppresses cTnI S23 phosphorylation in pressure overload hearts (Supplementary Table S1). Another phosphorylation site of cTnI, involving the serine 6 (S6) residue may also play a key role in mediating the beneficial effects of n-3 PUFA in fat-1 hearts during DCM. The phosphorylation level of cTnI S6 was downregulated in dilated hearts, and upregulated in fat-1 hearts under pressure overload conditions. Zhang et al. (39) further demonstrated that pseudo-phosphorylation (S6D) in myofilaments depresses the maximum tension of skinned muscle fibers (39). Taken together, elevation of myocardial n-3 PUFA can be a valuable strategy to maintain phosphorylation-dependent regulation of contractile function under pressure overload conditions. However, further studies are needed to clarify the roles of phosphorylation of sarcomeric or cytosolic proteins that are regulated by n-3 PUFAs in DCM.

Post-translational modification of cytosolic proteins involving p38, protein phosphatase type 1, and phosphatidylinositol signaling pathways, contribute to the protective myocardial effect provided by endogenous n-3 PUFAs. These protein kinases and phosphatases influence multiple cardiac activities and are essential for maintaining the hemostasis of cardiomyocytes. For instance, phosphorylation of p38 a key regulator in cardiac development and regeneration (40, 41), while its phosphorylation is decreased in failing human cardiomyocytes (42). Here, we observed an increase in the phosphorylation p38 T185 by pressure overload in WT hearts, and upregulated phosphorylation of p38 T185 in the dilated hearts was restored in fat-1 hearts, suggesting that this residue of p38 can be crucial to functional adaptation for the stressed hearts. In summary, alterations in post-translational modifications of the signaling or structural proteins in the myocardium contribute to the cardioprotective effect of n-3 PUFAs in DCM.

### N-3 PUFAs Protect Mitochondrial Structure, Dynamics, and Function

The protection of mitochondria in pressure overload-induced DCM has been observed to involve several processes, including restoration of the expression of mRNAs encoding mitochondrial proteins, preservation of mitochondrial oxidative phosphorylation, maintenance of the mitochondrial structure, control of the phosphorylation levels of mitochondrial proteins, and regulation of mitochondrial dynamics and function. N-3 PUFAs are involved in both enzymatic and non-enzymatic n-3 oxidation pathways (32). In the enzymatic oxidation pathway, phospholipase A2 activates PLA2 and releases EPA or DHA. Next, they are catalyzed by COX, LOX, and CYP enzymes to form a series of oxylipins, including PGs and TXAs. In the non-enzymatic oxidation pathway, reactive oxygen species oxidize EPA and DHA and form lipid peroxides of EPA and DHA, which further metabolize into isoprostanes, isoflurane, alkenes, etc. In this study, we identified several n-3 and n-6 oxylipins that were upregulated in dilated WT hearts. Some of these metabolites are associated with cardiovascular dysfunction. For example, plasma HDoHEs, which are oxidative stress indicators, are elevated in hypertensive patients (43). Moreover, plasma HETEs, including 5-, 8-,9-, 11-, 12-, 15-, are upregulated in patients with acute coronary syndrome (44). Meanwhile, mechanistic studies have revealed that 8-HETE and 15-HETE induce hypertrophy in a cardiomyocyte cell line and pulmonary hypertension in rats, respectively (45, 46). Consistent with these findings, we found that the myocardia protected by endogenous n-3 PUFAs exhibited reduced levels of most n-3 (6 in 8 oxylipins) and n-6 oxylipins (18 in 20 oxylipins). Thus, shifts in the metabolic profiles of oxylipins may protect cardiac function by assisting the fat-1 myocardia to resist pressure overload stress.

Furthermore, our integrated multi-omics data revealed that endogenous n-3 PUFAs regulated the expression of various genes and phosphoproteins, as well as the metabolism of oxylipins through the PPAR pathway in pressure overload myocardia. The effectors of oxylipins included PPAR-regulated genes *Fabp3* (upregulated), *Angptl4* (downregulated*)*, and *Pck1* (downregulated) and phosphoprotein perilipin 5. In healthy hearts, PPAR isoforms are activated by fatty acids and act as a master switch in controlling cardiomyocyte metabolism (47). Meanwhile, PPAR agonists are used for treating diabetes and hyperlipidemia, which are risk factors for incident heart failure (48). In this study, we found that fat-1 transgene targeted 8-HETE and 13-HODE and in turn suppressed *Angptl4* and *Pck1* to fine tune lipid and glucose metabolism in the pressure overload hearts. *Angptl4* encodes angiopoietin-like 4 protein, which is a key regulator of lipoprotein lipase, and *Pck1* encodes phosphoenolpyruvate carboxykinase 1, which catalyzes gluconeogenesis. However, the roles of these molecular signals in the stressed heart remain unclear. For example, upregulation of *Angptl4* has been reported in patients with, and an experimental model of, metabolic syndrome (49, 50), whereas activation of cardiac Angptl4 via PPARβ/δ is associated with cardioprotection under lipid overload conditions (51). In addition, We found that phosphorylation of perilipin 5 is associated with the cardiac protective effect in pressure overload fat-1 hearts. Super-resolution microscopy has shown that perilipin 5 is localized at lipid droplet-mitochondria tethering sites (52), suggesting that perilipin 5 is crucial to mitochondrial function. Moreover, activation of perilipin 5 has been shown to protect hearts against oxidative stress and ischemia (53, 54). However, the regulation and function of this gene-metabolite-phosphoprotein signaling network requires further investigation.

Myocardium ATP contents were restored by fat-1 transgene in pressure overload hearts, confirming that n-3 PUFAs protect cardiac metabolic and contractile machinery. Furthermore, we found that mitochondrial oxidative phosphorylation was maintained by fat-1 transgene in pressure overload myocardia. More than 95% of the energy used by cardiomyocytes is produced by oxidative phosphorylation (55) with ~60–70% of the total ATP produced used to fuel cardiomyocyte contraction, while the remainder is used for various ion pumps including CaATPase in the sarcoplasmic reticulum (56). Reportedly, in heart failure, oxidative phosphorylation levels are reduced (57). Consistent with this finding, we found that pressure overload-induced dilation significantly reduced expression of respiratory chain complexes I–V, whereas myocardia with elevated endogenous n-3 PUFAs resisted the pressure overload and retained the expression of respiratory chain complex I, -II, and -IV. However, in contrast to the above findings, the mRNA profiling of the respiratory chain complex was preserved in the pressure overload fat-1 hearts.

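Between Fat1-TAC and Fat1-Sham, the median log2 fold change of the 47 genes of Figure 8A was 0.01, and it stayed between -0.03 and 0.03 with each library left out in turn. It turned to -0.04 with the median of ratios and to -0.07 with the scaling to cardiomyocyte genes. Over all 98 tested genes of the respiratory chain the median was 0.05, or -0.03 with that scaling, with 40 genes lower and 58 higher, and 0 were called at an adjusted p under 0.1. The difference between the responses of fat-1 and WT hearts to TAC was tested directly as an interaction. Its median over the 47 genes was 0.62, or 0.005 with the scaling to cardiomyocyte genes, and over the whole chain 0.57, which that scaling turned to -0.041, so that the direction over the whole chain depends on the scaling. Neither list passed in fry (adjusted p = 0.301 and 0.359) or in camera with an estimated correlation, while both passed in camera with its preset correlation (adjusted p = 7.38e-39 and 5.43e-46).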

In conclusion, endogenous n-3 PUFAs prevent dilated cardiomyopathy via orchestrating gene expression, protein phosphorylation, and metabolism. The functional protection of n-3 PUFAs in pressure overload hearts was attributed to preservation of mitochondrial structure, dynamics, and function.

### Limitations of the Study

Illustration of the molecular signatures allows us to explore the mechanisms and evaluate therapeutic effects in an unbiased way. However, due to the limitations of research tools, molecular changes detected in unbiased screening of small populations may be difficult to verify in large-scale populations. For example, no commercially available antibodies exist for cTnI T6. In addition, quantitative proteomics indicated that 21 phosphoproteins were mediated by n-3 PUFAs in pressure overload hearts; However, whether these molecules represent specific determinants has not yet been verified, and warrants further investigation to fully elucidate the associated molecular mechanisms.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: GEO, GSE185686.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee (IACUC) of the Guangdong Laboratory Animals Monitoring Institute (No. IACUC2017015).

## Author Contributions

FY, XL, and WT designed and initiated the project. WT performed the animal surgery and echocardiographic recording. CC and JZ performed the lipidomic analysis. XL, SZ, HC, CY, LK, and ZP were responsible for western blotting, imaging measurement, pathological examination, or animal care. XL and FY performed the bioinformatics analysis, interpreted the results, and prepared the manuscript. YZ, CZ, WP, and PB provided critical comments during experiment design and manuscript preparation. All authors read and approved the final manuscript.

## Funding

This work was supported by the Guangzhou Science and Technology Program (201804010206), the Guangdong Science and Technology Program (2018A0303130208, 2019A030317014, and 2008A08003), National Natural Science Foundation of China (31672376, 81941002), and the Guangdong Provincial Key Laboratory of Laboratory Animals (2017B030314171). WP is supported with a Senior Investigator Award for Women's Heart Health from the Heart and Stroke Foundation of Canada.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

ALA: alpha lipoic acid
DHET: dihydroxyeicosatrienoic
DiHETE: dihydroxyeicosatetraenoic acid
DiHOME: Dihydroxy octadecenoic acid
DPA: docosapentaenoic acid
EET: epoxyeicosatrienoic acid
GLA: gamma linolenic acid
HDoHE: hydroxydocosahexaenoic acid
HETE: hydroxyeicosatetraenoic acid
HETrE: hydroxy eicosatrienoic acid
HEPE: hydroxyeicosapentaenoic acid
HHT: hydroxyheptadecatrenoic acid
HODE: hydroxy octadecadienoic acid
HOTrE: hydroxyoctadecatrienoic acid
HpODE: hydroperoxylinoleic acids
KETE: ketoeicosatetraenoic acid
KODE: ketooctadecadienoic acid
LA: linoleic acid
LTX: leukotriene X
PGX: prostaglandin X.

# Supplementary material for: Cardioprotective Effects of n-3 Polyunsaturated Fatty Acids: Orchestration of mRNA Expression, Protein Phosphorylation, and Lipid Metabolism in Pressure Overload Hearts
**Source:** Front Cardiovasc Med. 2022 Jan 3;8:788270. doi: 10.3389/fcvm.2021.788270
**Supplement:** Supplementary file 1

---

*Supplementary Material***Cardioprotective effects of n-3 polyunsaturated fatty acids: Orchestration of mRNA expression, protein phosphorylation, and lipid metabolism in pressure overload hearts**

**Xiang Li<sup>1#</sup>, Weijiang Tan<sup>1,2#</sup>, Shuang Zheng<sup>1#</sup>, Junjie Zhang<sup>3#</sup>, Caiyi Zhu<sup>1</sup>, Chun Cai<sup>3</sup>, Honghua Chen<sup>1</sup>, Chenqi Yang<sup>4</sup>, Le Kang<sup>5</sup>, Zhanhong Pan<sup>1</sup>, W. Glen Pyle<sup>6</sup>, Peter H. Backx<sup>7,8</sup>, Yunzeng Zou<sup>5</sup>, Feng Hua Yang<sup>1\*</sup>**

---

**Supplemental Table S1.** RT-qPCR Primers used in this study.

| Gene           | Forward               | Reverse               |
|----------------|-----------------------|-----------------------|
| Pck1           | ATTCAACGCCAGGTTCCCAG  | GCCTCCAGCACAGATATGCC  |
| Fabp3          | TGGAAGCTAGTGGACAGCAAG | CCCCGTTCTTCTCGATGATGG |
| Angpt14        | AACGCCACCCACTTACACAG  | TGAAGTCCACAGAGCCGTTT  |
| $\beta$ -actin | GATATCGCTGCGCTGGTCTG  | CATTCCCACCATCACACCCT  |

**Supplemental table S2.** Phosphoproteins were significantly up-/downregulated by fat-1 expression under pressure overload conditions. N=3 for each group.

| <b>Upregulated</b>   |          |             |                               |          |             |
|----------------------|----------|-------------|-------------------------------|----------|-------------|
| Protein (Gene ID)    | log2(FC) | P-Value     | Protein (Gene ID)             | log2(FC) | P-Value     |
| Mecp2 pS80           | 4.9589   | 0.016627    | Plin5 pS264                   | 2.517    | 0.000038703 |
| Slc2a4 pT486         | 4.1358   | 0.010688    | Hnrnpu pS4                    | 2.5148   | 0.045941    |
| Tns1 pS1182          | 3.7514   | 0.0043428   | Tmem245 pS12                  | 2.4712   | 0.000013447 |
| Ppp1r14c pS33        | 3.5537   | 0.0031806   | Sfr1 pT54                     | 2.4536   | 7.1604E-06  |
| Palm pT145           | 3.4509   | 0.0025533   | Rcan3 pS105                   | 2.4445   | 6.6457E-06  |
| Scn7a pT57           | 3.2435   | 0.0017683   | Faf1 pT268                    | 2.3824   | 0.044442    |
| Atp2a2 pT441         | 3.1914   | 0.0013348   | Sptb pS36                     | 2.3814   | 2.0127E-07  |
| Hrc pS151            | 3.1335   | 0.0020992   | Kank3 pS113/S144              | 2.2879   | 0.024871    |
| Ttn pT24135          | 3.053    | 0.00087779  | Plec pS1572                   | 2.2106   | 0.042069    |
| Rere pS332           | 3.0405   | 0.01672     | Map1a pS2027                  | 2.0363   | 0.047186    |
| Trim28 pS23          | 3.0329   | 0.011847    | Carhsp1 pS53                  | 1.8055   | 0.034071    |
| Srrm2 pS1278         | 3.0063   | 0.00070822  | Tnni3 pS6                     | 1.6642   | 0.0082615   |
| Itpr1 pS1588         | 2.8744   | 0.00058418  | Myom2 pS76                    | 1.5444   | 0.020717    |
| Sync pT315           | 2.7298   | 0.00054887  | Hacd3 pS114                   | 0.97051  | 0.0055777   |
| Hbbt1 pS53           | 2.6857   | 0.017145    | Mtfr1l pS100                  | 0.65687  | 0.043216    |
| Actn2 pT825          | 2.6825   | 0.00034163  | Stom pS161                    | 0.61439  | 0.018526    |
| Ckm pS372            | 2.6608   | 0.029722    |                               |          |             |
| <b>Downregulated</b> |          |             |                               |          |             |
| Protein (Gene ID)    | log2(FC) | P-Value     | Protein (Gene ID)             | log2(FC) | P-Value     |
| Pdlim5 pS119         | -0.62692 | 0.030605    | Hrc pS421                     | -2.6981  | 0.040257    |
| Slc2a4 pS10          | -0.75368 | 0.038092    | Mapk14 pT185                  | -2.8624  | 0.00046692  |
| Ptpn12 pS673         | -0.77691 | 0.041639    | Rasip1 pS322                  | -2.905   | 0.00081357  |
| Bckdha pS334         | -0.86336 | 0.035769    | Tagln2 pS163                  | -2.9695  | 0.0031424   |
| Ablim1 pT454         | -1.1323  | 0.0041777   | Mical3 pS685                  | -3.0867  | 0.003061    |
| Ryr2 pT2809          | -1.199   | 0.0068779   | Ndufb6 pY4                    | -3.1045  | 0.0014401   |
| Jph1 pS448           | -1.2534  | 0.0029331   | Paccin3 pS354                 | -3.1188  | 0.035366    |
| Mindy1 pS27          | -1.3054  | 0.031489    | Tns2 pS830                    | -3.2075  | 0.0068715   |
| Ppp1r7 pS45          | -1.485   | 0.036798    | Tnni3 pS23                    | -3.2154  | 0.030294    |
| Capzb pS263          | -1.7215  | 0.034041    | Svil pS510                    | -3.2321  | 0.0040967   |
| Ctnn pT364           | -1.7956  | 0.046207    | Fundc2 pS5                    | -3.2489  | 0.0016369   |
| Inpp1 pS242          | -1.9065  | 0.038618    | Actn2 pT822                   | -3.2762  | 0.0017554   |
| Larp1 pS498          | -1.9846  | 0.049627    | Exoc1 pS458                   | -3.297   | 0.0018487   |
| Ttn pS3870           | -2.0341  | 0.048235    | Pdcd5 pS119                   | -3.3098  | 0.029436    |
| Serbpl1 pS284        | -2.2347  | 0.042834    | Kank3 pT239                   | -3.3606  | 0.0076365   |
| Pea15 pS116          | -2.3638  | 0.031149    | Rev3l<br>pS758/S761/S763/S766 | -3.3633  | 0.0043089   |
| Sorbs2 pS320         | -2.3759  | 0.025361    | Ppp1r14c pT30                 | -3.3666  | 0.0026704   |
| Palmd pS372          | -2.4085  | 6.8373E-07  | Stim1 pS257                   | -3.3882  | 0.0037663   |
| Myh6 pS1896          | -2.4199  | 0.029579    | Uhrf1bp1l pS4                 | -3.4458  | 0.0040488   |
| Ttn pS3784           | -2.4471  | 2.4336E-06  | Xirp2 pS1576                  | -3.7469  | 0.0061821   |
| Chd4 pS1515          | -2.6169  | 0.000076826 | Tfip11 pS60                   | -3.8713  | 0.0066954   |
| Tns1 pS1578          | -2.6634  | 0.000082438 | Shank3 pS1209                 | -4.3381  | 0.0086362   |
| Rer1 pS95            | -2.6635  | 0.00050472  | Eci1 pS221                    | -4.346   | 0.0088948   |

How the deposited data were processed for this re-analysis (not part of the article)

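RNA-sequencing of mouse hearts was analysed in 8 libraries, 2 in each of the groups WT-Sham, WT-TAC, Fat1-Sham and Fat1-TAC. The methods state that raw reads were preprocessed for quality control and that clean reads were mapped to the reference transcriptome. The authors deposited FPKM values for 25929 genes in 8 libraries. Each gene carries an Ensembl identifier without a version number, 25852 genes carry a symbol and 77 do not, and 4 blank lines were removed. For the differential expression, the authors name DESeq2 in Figure 2A and t-tests in the statistics paragraph. Aligner, counting program, versions, genome build and annotation are not stated, so gene types and chromosomes are those of GENCODE M21 (GRCm38) and no coordinates are given. Proteomic, phosphoproteomic, echocardiographic, histological, RT-qPCR and western blot measurements were not analysed here.

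Fragments per library were recovered from the FPKM values by finding, for each gene, a single length at which the values of all libraries are whole numbers of fragments. Of the genes, 10539 (40.6%) gave whole fragments at the median length of their annotated transcripts and 15390 at another whole length. The recovery was checked on 3000 genes whose values were moved at random, of which 0.0% gave whole fragments, and tested on simulated data, in which the length was recovered for 98.0% of 2976 genes, for 99.4% of those with 20 fragments or more and for 95.3% of the others. The simulation drew its lengths from the recovered ones and is therefore partly circular. The depth of each library is given with the results, and between 99.52% and 99.75% of the fragments lay on listed genes. The number of genes above 0 was 20192 in WT-Sham1, 22014 in WT-Sham2, 24282 in WT-TAC1, 22949 in WT-TAC2, 20996 in Fat1-Sham1, 20681 in Fat1-Sham2, 21285 in Fat1-TAC1 and 21793 in Fat1-TAC2. The recovered fragments were used for the detection floor of 3 fragments, for lower bounds of fold changes and for 1 alternative test, and all other values are from the FPKM table. A fold change against a group whose libraries were all at or under the floor was computed against the floor and is given as a lower bound.

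The test had been chosen for counts or, where a table held none, for FPKM, and limma (version 3.58.1, R 4.3.3) was used because the table holds FPKM. Values were transformed as log2(FPKM + 1), genes at 1 FPKM or more in at least 2 libraries were kept, and lmFit and eBayes with a trend were run with all 8 libraries and 4 group means. The comparisons were Fat1-Sham with WT-Sham, WT-TAC with WT-Sham, Fat1-TAC with Fat1-Sham and Fat1-TAC with WT-TAC, and the interaction of genotype and surgery. Genes were called at a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 1.5 or under 1/1.5. For the genes of Figure 8A, the paper's cutoffs of an unadjusted p under 0.05 and a fold change of 1.5 were used. Standard errors are the moderated ones of limma, and the SD is between the 2 libraries of a group. In data simulated with a dispersion of 0.034 and a 4-fold change, limma called 187 of 197 changed genes (94.9%) and 100.0% of those with a mean of 5 FPKM or more, and 0 in the wrong direction. Of its 217 calls, 30 (13.8%) were unchanged genes, more than the nominal 10%, and it called 0 genes in the 2 comparisons simulated without a change. The simulation gave every library the same dispersion. In the data, the SD of the log2 difference between replicates was 0.842 in WT-TAC and from 0.351 to 0.385 in the other groups. The simulated share of false calls is therefore no guide to the comparisons with WT-TAC. Opposite changes in comparisons that share the WT-TAC libraries were set against 100 simulated sets without differences (random seed 1).

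Gene lists were tested with fry, with camera at its preset correlation between genes and with camera at an estimated correlation, adjusted over 145 tests. Both fry and camera were tested on the simulated data, where they called a list of raised genes and left a list of unchanged genes above 0.05. The lists were Figure 3B, Figure 8A, Table 2, all genes of complexes I to V, and 19 marker lists with 170 genes, of which 167 were found: alveolar type 1 and type 2, club and ciliated cells, general epithelium, lung endothelium, mesothelium, cardiomyocyte, atrial, hypertrophy, fibroblast, macrophage, B and plasma cell, thymocyte, blood, adipocyte, skeletal muscle, sex and strain. The lists without genes of Figure 3B, without Pck1 and without Bmp10 and Nppa were formed after the values were seen. Genes named in the text are those of Figures 3B, 7B and 8A and Table 2, Dnm1l, Opa1, the marker genes, the 3 most abundant genes of each library, and for each comparison the 3 called genes with the largest increase and the 3 with the largest decrease among those with a mean of 1 FPKM or more whose libraries do not overlap. Lbh, Gm43535, Wfdc2, Ltf and Mir6392 were chosen after their values were seen.

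Alternatives were scaling by the median of ratios, quantile normalization, a scaling that left out the respiratory chain and mitochondrially encoded genes, no filter beyond a value above 0, a filter at a mean of 5 FPKM, a pseudocount of 0.1, only the 2 groups compared, the replicate number as a block, a per-gene test with equal variances, an adjusted p under 0.05, no fold change cutoff, and each library left out in turn. Limma-voom on the recovered fragments and a scaling to cardiomyocyte genes were added after the values were seen. Correlations used exact permutation of the 8 libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the recovery, the tests of explanations and the figures.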

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

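The tests of airway tissue, thymus, skeletal muscle, immunoglobulin genes and Angptl4 were chosen only after the result was seen.

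The effect of TAC differed between fat-1 and WT hearts for 10 genes in a test of the interaction, 9 with a lower and 1 with a higher response in fat-1 hearts. The log2 differences of response were -7.43 for Cyp2a5 (adjusted p = 0.0533 from limma with Benjamini-Hochberg adjustment), -4.71 for Wfdc2 (0.0557), -4.23 for Bpifb1 (0.0698), -4.72 for Reg3g (0.0789), -6.63 for Ltf (0.0533), -8.13 for Scgb3a2 (0.0659), -6.29 for Sec14l3 (0.0533), -3.72 for Ccdc153 (0.0533), -2.78 for Mir6392 (0.0533) and 5.85 for Gm10359 (0.0533), and 6 of these genes are drawn in Figure 3B. Wfdc2, Ltf and Mir6392 were named after their values were seen. In WT-TAC1 and WT-TAC2, Cyp2a5 had 77.7 and 221.3 FPKM, Ltf 71.2 and 196.4 FPKM, and Sec14l3 36.0 and 84.3 FPKM. The count was 0 under the median of ratios, under quantile normalization and with a filter at a mean of 5 FPKM. It was also 0 with a pseudocount of 0.1 and with limma-voom, and it was 70 without a filter. With libraries scaled to their cardiomyocyte genes, 1 gene had a higher and 44 a lower response. The per-gene test called 0 higher and 13 lower, and 2 of the 13 were among the genes above. The count therefore rests on the scaling, the filter, the pseudocount and the test. Airway tissue in the WT-TAC libraries, tested by the club cell genes with a lower median of 2.154, is a candidate explanation for the genes of Figure 3B among them, and a smaller response of fat-1 hearts to TAC stays open. Gm10359 is a processed pseudogene that can take reads of its parent gene, which was not tested.

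Club cell genes outside Figure 3B stood far above the sham level in the WT-TAC libraries, with a median log2 difference from WT-Sham of 2.154 in WT-TAC1 and 2.853 in WT-TAC2, among genes the paper does not discuss. Of the 6 genes in this list, 3 were at 1 FPKM or more in both WT-Sham libraries. The most abundant was Cbr2, at 311.9 and 529.5 FPKM against 40.0 and 61.1 in WT-Sham, and Cyp2f2 reached 59.5 and 165.8 FPKM. Lung tissue as a whole brings abundant alveolar transcripts, but the alveolar genes outside Figure 3B rose by only 0.214 in WT-TAC2, where Sftpc had 0.139 FPKM, which argues against it as the source in both libraries. The macrophage genes rose less, with a higher median of 0.555, against 2.114 and 1.755 for the epithelium genes outside Figure 3B. The B and plasma cell genes rose by 2.040 in WT-TAC1 and 1.650 in WT-TAC2. The immune lists therefore differ, and inflammation of the heart stays open. Airway tissue carried along with the heart at dissection is a candidate explanation for the lung genes of Figure 3B in both WT-TAC libraries, since the lower of the 2 medians of club cell genes outside that figure was 2.154, and the club cell genes themselves have no separate test. In Fat1-Sham1 the club cell genes outside Figure 3B were not raised, at -0.109, although Scgb1a1 and Bpifa1 were. An effect of TAC on the heart itself stays open and was not tested.

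Thymocyte genes had a median log2 difference from WT-Sham of 7.548 in WT-TAC1, against at most 0.158 in the other TAC and fat-1 libraries, a signal the paper does not discuss. Dntt had 267.0 FPKM, Cd8b1 275.5 FPKM, Cd3e 87.8 FPKM, Themis 76.0 FPKM and Ptcra 8.45 FPKM. None of the 7 genes reached 1 FPKM in both WT-Sham libraries, none is in another list and none is in Figure 3B. All 7 genes of the thymocyte list were over 10 times as high in WT-TAC1 as in every other library, but this count restates the pattern and does not test the lower cardiomyocyte genes of WT-TAC1, so thymus tissue in that library and a response to TAC cannot be told apart with 1 such library. WT-TAC2 lacked the signal.

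Skeletal muscle genes had a median log2 difference of 2.857 in WT-TAC1 and 0.084 in WT-TAC2. Mylpf had 65.4 FPKM in WT-TAC1, Tnnt3 48.4, Pvalb 8.99 and Myh1 8.39. Of the 9 genes, 2 were at 1 FPKM or more in both WT-Sham libraries. All 9 skeletal muscle genes were higher in WT-TAC1 than in every other library, but this count restates the pattern and was not an independent test, so skeletal muscle in WT-TAC1 cannot be told apart from other sources of these mRNAs. No biological explanation was tested for this pattern.

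B and plasma cell genes rose by a median log2 difference of 2.040 in WT-TAC1 and 1.650 in WT-TAC2, and 3 of the 8 genes were at 1 FPKM or more in both WT-Sham libraries. The most abundant were Igkc, at 656.1 and 309.1 FPKM, Ighm, at 309.2 and 175.9 FPKM, and Jchain, at 67.4 and 28.7 FPKM. Fat1-TAC2 carried them too, with a median of 1.402 against -0.039 in Fat1-TAC1, so inflammation of the heart and lymphoid cells of another tissue cannot be told apart for these genes, as 1 of the Fat1-TAC libraries is high and 1 is not. Immunoglobulin segments are nearly identical and can share reads, so single genes of this family are uncertain.

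Adipocyte genes without Pck1 rose by a median log2 difference of 1.643 in WT-TAC1 and 1.966 in WT-TAC2, and fell to -4.026 in Fat1-TAC1 against 0.365 in Fat1-TAC2. Of the 9 genes, 8 were at 1 FPKM or more in both WT-Sham libraries. The most abundant was Cfd, at 315.1 FPKM in WT-TAC1, 413.2 in WT-TAC2, 4.06 in Fat1-TAC1 and 169.0 in Fat1-TAC2, and Adipoq had 100.3, 119.7, 0.818 and 40.7 FPKM. Unequal amounts of fat tissue in the libraries are a candidate explanation for Pck1, whose Pearson's r with the other adipocyte genes was 0.971. For Angptl4 the r was 0.795, but its level was similar in Fat1-TAC1 and Fat1-TAC2, whose adipocyte medians lay far apart. Fat tissue and a response of the heart cannot be told apart for Angptl4, since both groups of 2 differ in the adipocyte genes as well. A metabolic response to TAC and to n-3 PUFAs stays open.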

How the results depend on the processing

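The tests with limma-voom and with libraries scaled to their cardiomyocyte genes were chosen only after the result was seen. Over all alternatives, 256 of the values that answer a comparison stayed on the same side of their threshold or within their spread, 134 moved, 12 became weaker, 1 became stronger and 3 reversed. Of the values of single genes and complexes, 421 stayed, 33 moved, 31 became weaker, 4 became stronger and 7 reversed. The cause of each change was not tested, except where an alternative tests fewer genes or libraries by construction. The DESeq2 Wald test was not run, since the table holds FPKM, although limma-voom was run on the recovered fragments. Whether that test closes the gaps from the paper's counts is therefore not known.

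With libraries scaled by the median of ratios, limma called 23 genes up and 0 down in WT-TAC against WT-Sham, 1 up and 19 down in Fat1-TAC against WT-TAC, an overlap of 16, 11 genes of Figure 3B in both comparisons and 0 interaction genes. At an unadjusted p under 0.05 and 1.5-fold, 42 genes of Figure 8A and 62 of the whole chain were lower in WT-TAC and 37 of Figure 8A higher in Fat1-TAC, with medians of -1.11 and 1.01. The median of the lung and epithelium genes was 1.35, and the median of Table 2, with each gene signed by the direction of its phosphoprotein in the paper, reversed from 0.10 to -0.22. Angptl4 became weaker at -1.67. With quantile normalization, the calls were 10 up and 0 down, 1 up and 12 down, with an overlap of 9, 7 genes of Figure 3B and 0 interaction genes, a lung median of 1.19 and Angptl4 weaker at -1.57. With the respiratory chain and mitochondrially encoded genes left out of the scaling, the calls were 67 up and 0 down, 3 up and 85 down, an overlap of 51 and 5 interaction genes, and 41 genes of Figure 8A and 50 of the chain were lower and 35 of Figure 8A higher. Angptl4 became weaker at -1.9001.

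Scaled to their cardiomyocyte genes, an alternative chosen after seeing the values, the libraries gave 236 genes up in WT-TAC and 8124 down in Fat1-TAC against WT-TAC, an overlap of 232, 45 interaction genes, 2 genes of Figure 8A and 2 of the chain lower and 1 of Figure 8A higher. The Figure 8A median was -0.0925 in WT-TAC against WT-Sham, and it reversed to -0.19 in Fat1-TAC against WT-TAC. The lung median was 2.08 and that of Table 2 was 0.42, and Pck1 became stronger at -5.21. In Fat1-TAC against WT-TAC, Ndufa10 reversed to -0.29, Sdhb to -0.27, Uqcrb to -0.16, Cox4i1 to -0.34 and Atp5g3 to -0.34, and in WT-TAC against WT-Sham Cox4i1 reversed to 0.0181 and Atp5g3 to 0.0310. With limma-voom on the recovered fragments, also chosen after seeing the values, 6 genes were called up and 0 down in WT-TAC, 0 up in Fat1-TAC against Fat1-Sham, 2 up and 89 down in Fat1-TAC against WT-TAC, with an overlap of 6, 5 genes of Figure 3B and 0 interaction genes, a lung median of 3.16 and Angptl4 weaker at -2.38.

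Without a filter beyond a value above 0, limma called 286 genes up and 7 down in WT-TAC, 0 up in Fat1-TAC against Fat1-Sham, and 8 up and 342 down in Fat1-TAC against WT-TAC. The overlap was 234, with 1 gene of the opposite pattern and 70 interaction genes, and the lung median was 1.47. With a filter at a mean of 5 FPKM, the calls were 9 up and 0 down, 0 up, and 1 up and 14 down, with an overlap of 9, 4 genes of Figure 3B and 0 interaction genes, and a lung median of 1.95. With a pseudocount of 0.1 they were 33 up and 0 down and 2 up and 31 down, with an overlap of 21, 13 genes of Figure 3B and 0 interaction genes, a lung median of 2.95 and Angptl4 weaker at -2.35. Under both filters Angptl4 was -2.10 and became weaker.

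With the per-gene test with equal variances, 1 gene was called down in Fat1-Sham, 0 up and 1 down in WT-TAC, 0 up in Fat1-TAC against Fat1-Sham, and 0 up and 0 down in Fat1-TAC against WT-TAC. The overlap was 0, with 0 genes of Figure 3B, and 0 genes of Figure 8A and 1 of the chain were lower and 1 of Figure 8A higher. In the interaction, 0 genes had a higher and 13 a lower response, 2 of them shared with the main calls. With only the 2 groups compared, a fit with fewer libraries, 1 gene was called down in WT-TAC, 0 up in Fat1-TAC against Fat1-Sham, and 1 up and 40 down in Fat1-TAC against WT-TAC, with an overlap of 16, 11 genes of Figure 3B, 4 genes of Figure 8A and 5 of the chain lower and 1 of Figure 8A higher. Angptl4 kept its value of -2.10 under both and became weaker. At an adjusted p under 0.05, 50 genes were called up and 0 down in WT-TAC and 1 up and 64 down in Fat1-TAC against WT-TAC, with an overlap of 45, 21 genes of Figure 3B and 0 interaction genes. With an adjusted p under 0.1 over all genes tested in place of the unadjusted p, 0 genes of Figure 8A and 0 of the chain were lower and 1 of Figure 8A higher. Leaving out the general epithelium list gave a lung median of 1.43. Dropping the fold change cutoff moved none of the 12 counts it was tried on.

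Replicate numbers do not pair the libraries, as the correlations between groups of the difference between replicates 1 and 2 ran from -0.135 to 0.024. With the replicate number as a block, 52 genes were called up and 0 down in WT-TAC and 1 up and 51 down in Fat1-TAC against WT-TAC, with an overlap of 40, 19 genes of Figure 3B and 0 interaction genes, and Angptl4, at -2.10, was not called.

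Across the fits that each left out a library, from 42 to 164 genes were called up and from 0 to 1 down in WT-TAC, 0 up in Fat1-TAC against Fat1-Sham, and from 1 to 3 up and from 39 to 77 down in Fat1-TAC against WT-TAC. The lung median ran from 1.26 to 1.77 and that of the Figure 8A genes from -0.90 to -0.32 in WT-TAC and from 0.26 to 0.84 in Fat1-TAC. The cardiomyocyte median ran from -0.96 without WT-TAC2 to -0.11 without WT-TAC1. The median of Table 2 ran from -0.23 without WT-TAC2, where it reversed, to 0.19, and Angptl4 from -2.19 to -2.00, with its call lost without either WT-Sham library. Where leaving out a library left 1 in a group, values are given without calls, so the overlap, the genes of Figure 3B and the interaction have no such range.

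The direction of the Figure 8A median in WT-TAC, of the lung and epithelium median, of Fabp3, of Pck1 and of Angptl4 was the same under every alternative run. Where both libraries of a group lay at or under the floor of 3 fragments, as for Scgb3a2 and Cdh1 in WT-Sham and in Fat1-TAC, the depth limits the fold change to a lower bound.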

Differences from the paper's values

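Of the tests behind these values, only the scaling to cardiomyocyte genes was chosen only after the result was seen.

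Between Fat1-Sham and WT-Sham, limma called 0 genes up and 0 down against the paper's counts of about 3 up and about 7 down in Fig. 2C, read by eye, and none of the alternatives set before the data were examined closed either gap. In WT-TAC against WT-Sham, 2 genes were called down against the paper's about 8 in Fig. 2C, read by eye, and 7 without a filter on low values, while the other alternatives left the gap open. Between Fat1-TAC and Fat1-Sham, 1 gene was called up and 0 down against the paper's about 120 up and about 75 down in Fig. 2C, read by eye, and none of the alternatives closed these gaps. In Fat1-TAC against WT-TAC, 5 genes were called up against the paper's about 15 in Fig. 2C, read by eye, which none of the alternatives reached.

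The overlap of genes up with TAC and down in Fat1-TAC was 103 against the paper's 49. It was 40 with the replicate number as a block, 51 with the respiratory chain and mitochondrially encoded genes left out of the scaling and 45 at an adjusted p under 0.05, which fall within 1.5 times the paper's value, and the other alternatives did not. The opposite pattern held for 0 genes against the paper's about 1 in Fig. 3A, read by eye, and for 1 gene without a filter on low values, the only alternative that closed this gap.

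Of the respiratory chain genes of Figure 8A, 22 passed an unadjusted p under 0.05 and 1.5-fold in WT-TAC against WT-Sham, against the paper's 47. With libraries scaled by the median of ratios 42 passed, and 41 with the respiratory chain and mitochondrially encoded genes left out of the scaling, and no other alternative closed the gap. By complex, 11 genes of complex I passed against the paper's 23, 0 of complex II against the paper's 1, 2 of complex III against the paper's 7 and 3 of complex V against the paper's 8. With the median of ratios these were 20, 1, 6 and 8, and with the chain left out of the scaling 20, 1, 6 and 7, and the other alternatives did not close these gaps.

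The log2 fold change of Atp5g3 was -0.51 in WT-TAC against WT-Sham, against the paper's about -0.93 in Fig. 8A, read by eye, and 0.38 in Fat1-TAC against WT-TAC, against the paper's about 0.80 in Fig. 8A, read by eye. It was -0.98 and 0.85 with the median of ratios, -0.71 and 0.60 with the chain left out of the scaling, and -0.77 and 0.65 without WT-TAC replicate 2, and the other alternatives left both gaps open. No change of log base brought the series of Figure 8A to the values here. Ndufa10, Sdhb, Uqcrb, Cox4i1, mt-Nd3 and Cox6a2 also changed less here than in Fig. 8A in both comparisons, though within the SD between replicates. For Ndufa10 the values were -0.60 and 0.43, against the paper's about -0.99 and 0.82, read by eye. The gap is therefore not particular to Atp5g3. With the median of ratios, each of these genes came nearer to the paper's values in both comparisons. Ndufa10 was then -1.07 and 0.90, and Uqcrb was -1.05 and 1.04, against the paper's about -1.0 and 0.97, read by eye. The size of the gap thus depends on how the libraries are scaled.

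The paper counts Fabp3 and Pck1 among the genes changed in Fat1-TAC against WT-TAC, but with an adjusted p of 0.159 and 0.15 from limma with Benjamini-Hochberg adjustment neither was called here. Both genes moved in the paper's direction, and the paper also reports a rise of Fabp3 and a fall of Pck1 by RT-qPCR. With 2 libraries per group, a missing call does not contradict those measurements. Pck1 was called, at a log2 fold change of -5.21, only with libraries scaled to their cardiomyocyte genes, a setting chosen after seeing the values.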

Other observations

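The tests of a loss of cardiomyocytes, of the cardiomyocyte share in WT-TAC1 alone, of the genes past 1.5-fold, of the remainder in WT-TAC2 and of Nppa were chosen only after the result was seen.

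The lower respiratory chain genes of WT-TAC were set against 5 explanations. In WT-TAC1, a loss of cardiomyocytes alone would raise the markers of all other cell types alike, which is argued against by the thymocyte genes, with a median log2 difference of 7.548 beside 0.555 for macrophage and -0.665 for blood genes. Where the thymocyte mRNAs came from stays open, and for WT-TAC2 such a loss was not tested. In 70 chain genes both WT-TAC libraries lay below both WT-Sham libraries, where chance gives 16.7% per gene. This argues against a single library as the whole cause of the lower values. The chain genes move together (correlation 0.715), so the 16.7% is no test of the list. A small shared shift in WT-TAC2 can give this count. The 224 genes matched on length and level had a median of -0.050, against -0.502 for the chain and 0.390 for all genes. This argues against a gene length bias as the whole cause, while a part played by length or level stays open. A lower share of cardiomyocyte RNA was to lower the cardiomyocyte genes as much as the chain in both WT-TAC libraries. They fell by 0.960 in WT-TAC1, beside a chain median of -0.782, but only by 0.114 in WT-TAC2, beside -0.215, so it is a candidate explanation for WT-TAC1. The limits that decided between the explanations were set with the values seen. Normalization stays open, because scalings to all genes left the Figure 8A median at -0.5108 or below but cannot tell a changed share of tissue from a changed scale. The genes past 1.5-fold come from a single library, with 3 chain genes past it in WT-TAC2 against 80 in WT-TAC1. In WT-TAC2, 60 chain genes stayed below both WT-Sham libraries after scaling to the cardiomyocyte genes, and whether a lower share of cardiomyocyte RNA or a response to TAC explains this remainder cannot be told apart with 1 library. An effect of TAC on these genes stays open.

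Nppa fell by 4.34 on the log2 scale in Fat1-TAC against WT-TAC (adjusted p = 0.134 from limma with Benjamini-Hochberg adjustment). The other atrial genes were low in Fat1-Sham2, Fat1-TAC1 and Fat1-TAC2, with a highest median of -2.705, and 7 of the 8 were at 1 FPKM or more in both WT-Sham libraries, so an unequal share of atrial tissue is a candidate explanation for Nppa. Myl7, the most abundant, had 456.3 FPKM in WT-Sham1, 1945 in WT-Sham2 and 9.62 in Fat1-Sham2. Bmp10 had 45.7 FPKM in WT-TAC1, 28.6 in WT-TAC2 and 70.5 in Fat1-Sham1 but 0.07348 in WT-Sham2, so for Bmp10 atrial tissue and a response to TAC cannot be told apart, as an atrium can be sampled in part. For the sham groups, Nnt, at most 0.86 FPKM, was low in all libraries and showed no difference of strain background at this gene. The paper used WT and fat-1 littermates, other loci were not tested, and a difference of background elsewhere in the genome stays open.

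The genes of Table 2, whose phosphorylation the paper reports, had a median log2 fold change of mRNA of 0.12 over 21 tested genes in WT-TAC against WT-Sham, which turned negative under the median of ratios, under quantile normalization and with the chain left out of the scaling (fry adjusted p = 0.526). In Fat1-TAC against WT-TAC the median was 0.23, or -0.50 with libraries scaled to their cardiomyocyte genes. Dnm1l changed by -0.07 and -0.08 in these comparisons (limma adjusted p = 0.734 and 0.661) and Opa1 by -0.27 and 0.20 (limma adjusted p = 0.299 and 0.405). Plin5 mRNA changed by -0.76 and 0.65 (limma adjusted p = 0.175 and 0.163).

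Other marker lists in WT-TAC against WT-Sham had medians of 4.82 for club cells (fry adjusted p = 0.00937), 1.2 for ciliated cells (0.0032), 1.26 for alveolar type 1 (0.0038), 1.47 for alveolar type 2 (0.0844), 2.02 for epithelium (0.00256), 1.96 for skeletal muscle (0.334), 1.83 for B and plasma cells (0.13), 1.78 for adipocytes (0.448), 0.65 for mesothelium (0.229) and 0.53 for fibroblasts (0.389), none of which changed direction with a scaling. The cardiomyocyte list had -0.54 (0.432), and by construction only -0.005 when the libraries were scaled to it. Medians that changed direction with a scaling were 0.31 for macrophages (0.203; quantile and median of ratios), 0.41 for atrial genes (0.895; median of ratios), 0.17 for lung endothelium (0.996; median of ratios, quantile and chain left out), 0.28 for sex genes (0.334; median of ratios and quantile), -0.05 for hypertrophy genes (0.966; cardiomyocyte scaling) and -0.29 for blood (0.765; cardiomyocyte scaling). Xist was at most 0.168 FPKM and Uty at least 7.25 FPKM in every library. Myh7 changed by 0.85 in Fat1-TAC against WT-TAC (limma adjusted p = 0.181) and Nppb by -0.19 (limma adjusted p = 0.635).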
